# Natural variation in yeast reveals multiple paths for acquiring higher stress resistance

**DOI:** 10.1186/s12915-024-01945-7

**Published:** 2024-07-04

**Authors:** Amanda N. Scholes, Tara N. Stuecker, Stephanie E. Hood, Cader J. Locke, Carson L. Stacy, Qingyang Zhang, Jeffrey A. Lewis

**Keywords:** Stress biology, Natural variation, Yeast, Regulation of gene expression, Cross-stress protection, Comparative genomics

## Abstract

**Background:**

Organisms frequently experience environmental stresses that occur in predictable patterns and combinations. For wild *Saccharomyces cerevisiae* yeast growing in natural environments, cells may experience high osmotic stress when they first enter broken fruit, followed by high ethanol levels during fermentation, and then finally high levels of oxidative stress resulting from respiration of ethanol. Yeast have adapted to these patterns by evolving sophisticated “cross protection” mechanisms, where mild ‘primary’ doses of one stress can enhance tolerance to severe doses of a different ‘secondary’ stress. For example, in many yeast strains, mild osmotic or mild ethanol stresses cross protect against severe oxidative stress, which likely reflects an anticipatory response important for high fitness in nature.

**Results:**

During the course of genetic mapping studies aimed at understanding the mechanisms underlying natural variation in ethanol-induced cross protection against H_2_O_2_, we found that a key H_2_O_2_ scavenging enzyme, cytosolic catalase T (Ctt1p), was absolutely essential for cross protection in a wild oak strain. This suggested the absence of other compensatory mechanisms for acquiring H_2_O_2_ resistance in that strain background under those conditions. In this study, we found surprising heterogeneity across diverse yeast strains in whether *CTT1* function was fully necessary for acquired H_2_O_2_ resistance. Some strains exhibited partial dispensability of *CTT1* when ethanol and/or salt were used as mild stressors, suggesting that compensatory peroxidases may play a role in acquired stress resistance in certain genetic backgrounds. We leveraged global transcriptional responses to ethanol and salt stresses in strains with different levels of *CTT1* dispensability, allowing us to identify possible regulators of these alternative peroxidases and acquired stress resistance in general.

**Conclusions:**

Ultimately, this study highlights how superficially similar traits can have different underlying molecular foundations and provides a framework for understanding the diversity and regulation of stress defense mechanisms.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-024-01945-7.

## Background

In nature, environmental stress often occurs in predictable patterns. Extremes of temperature and precipitation follow seasonal patterns, and stress gradients can also predictably occur over even shorter timescales. During the daytime, temperature predictably increases, and while in estuary environments, salinity predictably increases closer to seawater sources [1]. In addition to single-stress gradients, some stresses tend to co-occur or happen in predictable succession. For example, high temperatures frequently coincide with low precipitation [2], so organisms often experience both heat and drought stresses simultaneously [3].

Because stresses can occur in predictable patterns, organisms that can anticipate these patterns would likely have a fitness advantage in nature. One such anticipatory strategy is a phenomenon called acquired stress resistance, where exposure to a mild dose of stress can enable organisms to survive an otherwise lethal dose of severe stress. Acquired stress resistance can occur when the mild and severe stresses are the same (same-stress protection) or are different (cross protection). Cross protection has been observed in diverse organisms ranging from prokaryotes to humans under a wide variety of circumstances. For example, mild drought pretreatment protects several crop plants against severe heat stress [4–6], which has major implications for mitigating the effects of climate change. In terms of human health, fever temperatures protect against oxidative stress, which may be important for immune cells experiencing increased generation of reactive oxygen species during infection [7], and transient whole-body hyperthermia (i.e., a mild heat shock) cross protects against oxidative damage caused by reperfusion of oxygenated blood following surgery [8, 9]. Therefore, understanding the molecular mechanisms underlying acquired stress resistance and cross protection has wide-ranging applications.

While a large number of genetic screens in the budding yeast *Saccharomyces cerevisiae* have been performed to understand the genetic basis of the intrinsic resistance of unstressed cells [10–38], only a limited number of studies have investigated acquired stress resistance [39–43]. An emerging theme though in studies of acquired stress resistance is regulatory complexity and partial redundancy. When comparing genetic screens for acquired H_2_O_2_ resistance following different mild pretreatments (H_2_O_2_, salt, heat, and dithiothreitol) [39–41], the lack of overlap in identified regulatory mutants strongly suggests that each mild-pretreatment triggers specific regulators that induce high H_2_O_2_ resistance. This is evocative of “many-to-one mapping” seen in morphological evolution [44], where multiple combinations of different structural parts can lead to the same functional outcome. In this case, the “multiple means to the same end” proposed by Berry and colleagues [41] can include multiple signaling pathways converging on the same molecular solution for acquiring higher stress resistance. It is also possible that activation of many different antioxidant defenses can lead to similar H_2_O_2_ resistance outcomes. However, identification of the direct antioxidant defense genes necessary for acquired H_2_O_2_ resistance has had limited success [39–41], suggesting at least partial redundancy in the antioxidant defenses responsible for acquired H_2_O_2_ resistance.

Additionally, while cross protection is widespread in yeast, it is not universal for all stress combinations. Berry and colleagues [45] found that mild heat stress protected cells against all severe stresses tested (NaCl, H_2_O_2_, ethanol, and heat), while mild NaCl only protected against severe NaCl and severe H_2_O_2_. The observed patterns of stress cross protection likely mirror the sequential order in which organisms typically encounter stresses in their natural environments [46]. However, conflicting reports about which stresses can or cannot confer cross protection within a given species are common (reviewed in [47]). At least for the case of the yeast ethanol response, we have shown that cross protection phenotypes can differ dramatically depending on the genetic background of the strain [48–50]. While perhaps not surprising that the genetic context affects a complex trait such as cross protection, it does suggest that different genetically distinct populations of yeast may have different anticipatory responses that reflect specific selective pressures unique to their ecological niches.

Most of our limited knowledge about the mechanisms underlying acquired stress resistance in yeast is restricted to laboratory strains [39, 41, 42]. However, heterogeneity in acquired resistance phenotypes clearly occurs and can have broad impact. For example, cancer cells appear to have defective acquired stress resistance phenotypes, which can be targeted to enhance the effectiveness of chemotherapy while sparing healthy cells [51, 52]. We have been leveraging natural variation in acquired stress resistance phenotypes to better understand both the genetic architecture of the trait and especially the stress defense genes ultimately responsible for the phenotype.

We previously reported that our commonly-used laboratory yeast strain (S288c) fails to acquire further H_2_O_2_ resistance when pretreated with a mild dose of ethanol, while many wild yeast strains can [50]. To understand the genetic basis of this trait, we performed genetic mapping in a cross between the lab strain and a wild oak strain (YPS163). This analysis identified the causal polymorphism—a transposon insertion in the lab strain that partially inactivates the heme-activated transcription factor Hap1p, leading to decreased ethanol-responsive expression of a key H_2_O_2_ scavenging enzyme, cytosolic catalase T (Ctt1p) [50]. In that wild oak strain, a *ctt1*∆ mutation completely eliminated ethanol-induced cross protection against H_2_O_2_ [50], suggesting the absence of compensatory mechanisms for acquired H_2_O_2_ resistance under that condition.

In this study, we found surprising heterogeneity across diverse yeast strains in whether *CTT1* function was fully necessary for acquired H_2_O_2_ resistance. Some strains exhibited partial dispensability of *CTT1* when ethanol and/or salt were used as mild stressors, suggesting that compensatory peroxidases may play a role in acquired stress resistance in certain genetic backgrounds. We leveraged global transcriptional responses to ethanol and salt stresses in strains with different levels of *CTT1* dispensability, allowing us to identify possible regulators of these alternative peroxidases and acquired stress resistance in general. Ultimately, this study highlights how superficially similar traits can have different underlying molecular foundations and provides a framework for understanding the diversity and regulation of stress defense mechanisms.

## Results

### Strain-specific catalase (Ctt1p) requirements for acquired oxidative stress resistance.

While a commonly-used S288c-derived lab strain of yeast is unable to acquire further H_2_O_2_ resistance following mild ethanol pretreatment, most wild yeast strains can [50]. Experiments designed to identify the mechanistic basis of this difference led to the discovery that cytosolic catalase T (Ctt1p)—a major H_2_O_2_-scavenging enzyme—plays a key role. Specifically, loss of *CTT1* function in a wild oak strain (YPS163) completely abolished ethanol-induced cross protection against H_2_O_2_ [50].

We initially suspected the involvement of *CTT1* in ethanol-induced cross protection because a previous study found that *CTT1* was necessary for salt-induced cross protection against H_2_O_2_ in the S288c lab strain [41]. Thus, when analyzing the phenotype of YPS163 *ctt1*∆ mutants for ethanol-induced cross protection, we included salt-induced cross protection as a “positive control.” Surprisingly, YPS163 *ctt1*∆ mutants retained substantial acquired H_2_O_2_ resistance following mild salt pretreatment (~ 25% of wild-type resistance or an additional 1 mM of resistance compared to the mock-treated control, Fig. 1), a level of resistance expected to be physiologically relevant for fitness in nature [53, 54]. In contrast, and consistent with previous studies [41], no residual acquired resistance was detected in the S288c background following mild salt pretreatment. Consistent with our previous studies [50], we did observe that mild ethanol pretreatment renders S288c even more sensitive to H_2_O_2_. Surprisingly, deletion of *CTT1* in S288c eliminated the sensitizing effects of ethanol pretreatment on H_2_O_2_ resistance. Overall, the results from this experiment suggested that *CTT1* was conditionally necessary for acquired H_2_O_2_ resistance depending on the identity of the primary stress and the genetic background (i.e., a gene-environment (GxE) interaction), which we sought to explore further.

**Fig.1:**
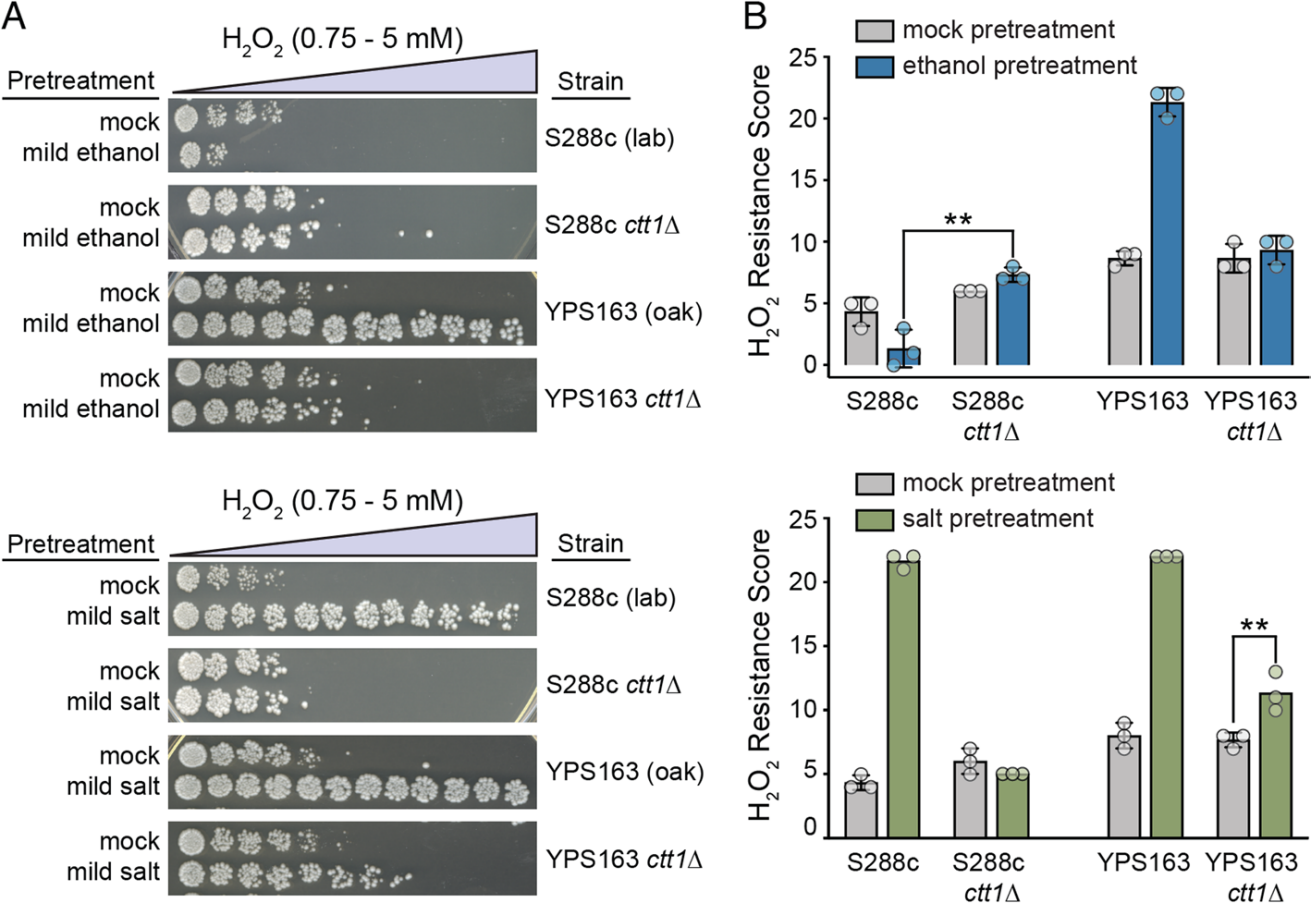
*CTT1* is partially dispensable for salt-induced, but not ethanol-induced, cross protection against H_2_O_2_ in a wild oak strain. **A** Representative acquired H_2_O_2_ resistance assays for wild-type S288c (lab) and YPS163 (oak) strains and respective *ctt1*∆ mutants. Strains were exposed to a mild ‘primary’ stress pretreatment (5% ethanol or 0.4 M NaCl in culture media) or a mock control for 60 min, collected and resuspended in fresh media, exposed to a panel of 11 doses of severe ‘secondary’ doses of H_2_O_2_ for 2 h, and then spot plated to score viability. **B** A single survival score was calculated from the viability at all H_2_O_2_ doses (see Methods). Each plot shows the mean and standard deviation of three independent biological replicates. The replicates for some strain conditions all had the same tolerance score and thus zero standard deviation (see Additional file 6: Table S5 and Additional file 7: Table S6 for raw numerical data). Acquired H_2_O_2_ resistance was significantly higher in the YPS163 *ctt1*∆ mutant with NaCl as the pretreatment compared to the mock control (** *P* < 0.01, ordinal regression analysis on raw spot scores—see Methods), while the sensitizing effect of ethanol-pretreatment on S288c was eliminated in the S288c *ctt1*∆ mutant (** *P* < 0.01, ordinal regression analysis on raw spot scores)

To better understand the scope of *CTT1* conditional dependency, we deleted *CTT1* in a panel of yeast strains from diverse ecological niches (Additional file 1: Table S1), and then assayed acquired H_2_O_2_ resistance following either mild ethanol or salt pretreatments. With the exception of a wild coconut strain (Y10), lack of *CTT1* had little to no effect on intrinsic (basal) levels of H_2_O_2_ tolerance in the absence of pretreatment (Fig. 2A and Additional file 2: Fig. S1). For cross protection however, we found that *CTT1* was partially dispensable in approximately half of tested strains (6/13), with half of those displaying *CTT1-*independent cross protection in only one condition (always salt-induced cross protection) (Fig. 2B). Hierarchical clustering of the tolerance scores showed that oak and vineyard strains partitioned together (Fig. 2C), potentially providing another example of trait differentiation between oak and vineyard populations [55], though larger sample sizes are certainly needed to determine whether this observation is generalizable. To understand whether the lack of ethanol-induced cross protection against H_2_O_2_ was correlated with *CTT1* dependency for salt-induced cross protection, we included two strains (YJM1129 and YJM627) that, similar to S288c, displayed low levels of acquired H_2_O_2_ resistance following mild ethanol-pretreatment [50]. *CTT1* was partially dispensable for salt-induced cross protection in one of the two strains (Fig. 2B), suggesting that the absence of ethanol-induced cross protection was uncorrelated with *CTT1* dispensability when salt was the primary stress. In summary, *CTT1* dispensability demonstrates complex patterns of GxE interactions across genetically diverse wild yeast strains, while suggesting the existence of multiple molecular pathways and/or mechanisms that can lead to superficially similar phenotypes (in this case maximal acquired stress resistance).

**Fig. 2:**
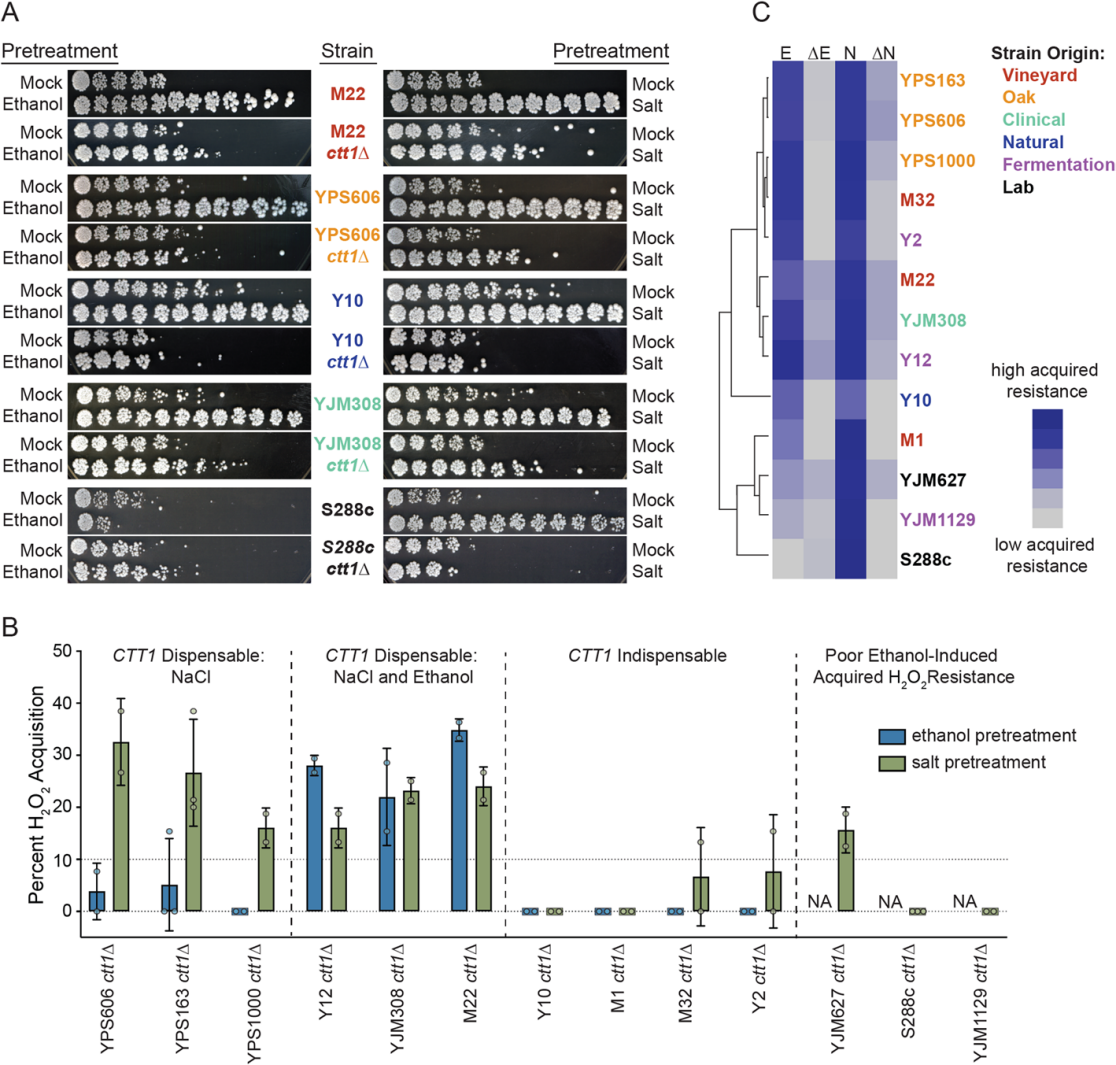
Diverse yeast strains show complex patterns of conditional *CTT1* dependency. **A** Representative acquired H_2_O_2_ resistance assays of wild-type strains and their *ctt1*∆ mutant derivatives. **B** Percent acquired H_2_O_2_ resistance in *ctt1*∆ mutants relative to that of the wild type revealed three classes of conditional *CTT1* dependency (based on a cutoff of 10% or higher residual acquisition, see Methods). A fourth class represents strains with poor acquired H_2_O_2_ resistance following ethanol pretreatment. Error bars denote the mean and standard deviation of biological duplicates, except for S288c and YPS163 which are in biological triplicate. **C** Hierarchical clustering of H_2_O_2_ survival scores for wild-type strains following either ethanol (E) or salt (N) pretreatments, or their *ctt1*∆ derivatives (∆E and ∆N). Strain labels are color coded according to their origin as indicated in the key on the right

### Extensive variation in the ethanol and salt responses across yeast strains.

Stress-activated gene expression changes are necessary for acquired stress resistance [45, 48], and natural variation in cross protection has been linked to gene expression variation [50]. Therefore, we performed transcriptional profiling in a subset of strains with different levels of *CTT1* dispensability to identify differentially expressed genes and their potential transcriptional regulators that may be important for the phenotypic differences in cross protection. We included two each of strains with poor ethanol-induced acquisition (S288c and YJM1129), *CTT1* indispensability for both NaCl and ethanol pretreatments (M1 and Y10), *CTT1* dispensability for only NaCl pretreatment (YPS163 and YPS606), and *CTT1* dispensability for both NaCl and ethanol (M22 and YJM308). RNA-seq was performed on these strains comparing an unstressed control to cells treated with either 5% v/v ethanol for 30 min or 0.4 M NaCl for 45 min (timepoints which encompass the peak response for each stressor [45, 48]).

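Each of the 8 strains was sampled unstressed, after ethanol and after NaCl in 3 biological replicates, except that Y10 had 2 usable ethanol samples, which gave 71 libraries. Within a replicate, 1 culture was sampled unstressed at an OD600 of 0.3 to 0.6 and then split between the 2 stresses. RNA was extracted with hot phenol, and libraries were made from polyA-selected RNA. For each wild strain the authors built a reference sequence from the S288c genome and variants in the reads of that strain, mapped the trimmed reads to it with STAR and estimated expected counts per gene with RSEM. The deposited values are these expected counts, without normalization, for 6685 genes listed by systematic name. The libraries held between 7726938 and 17964859 counts, with a median of 11859145. S288c libraries held 9868682 to 13614283 counts unstressed (median 10412543), 11292157 to 16804187 after ethanol (median 11890921) and 13183659 to 13705004 after salt (median 13288632). For YJM1129 these ranges were 12124941 to 14485918 (median 12483236), 9390319 to 11982590 (median 11443410) and 11818494 to 17964859 (median 12907203). For M1 they were 11389746 to 14498674 (median 13427924), 11079099 to 14477636 (median 12040636) and 10757511 to 12886221 (median 11552774). For Y10 they were 9860614 to 11082197 (median 11046030), 10607568 to 14802272 in 2 libraries (median 12704920) and 10265794 to 10501123 (median 10288978). For YPS163 they were 13216729 to 14176243 (median 13831101), 10941104 to 13478462 (median 12874678) and 10324542 to 12039468 (median 11749656). For YPS606 they were 7726938 to 13374664 (median 10608060), 12229947 to 14341154 (median 13444194) and 8835840 to 15577580 (median 11737301). For M22 they were 10075307 to 14865602 (median 12820626), 11234275 to 16680387 (median 11649603) and 10884842 to 13445995 (median 12577221). For YJM308 they were 10455485 to 11580230 (median 10896460), 9815075 to 11859145 (median 11762959) and 10575282 to 12603940 (median 10976165). The titles of the Y10 salt samples do not follow their other labels, and 1 title reads ethanol where the name, the treatment label and the number of usable ethanol samples in the paper give salt, so all 3 were used as salt samples. Expected counts were rounded and normalized by edgeR's TMM method, and a gene was tested when its mean was at least 1 CPM in at least 1 strain and condition. The paper assigns each biological replicate to 1 block of library construction and 1 sequencing lane, so the replicate number entered the main models as a block.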

Differential expression analysis was performed by comparing the log_2_ fold changes during stress for each strain to the mean expression for all 8 strains. 

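The contrast was computed for each strain as its log2 fold change under stress minus the mean of the log2 fold changes of the 8 strains, and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at a false discovery rate of 0.01. Under ethanol, 2606 genes (42.8% of those tested) differed from the mean in S288c and 1728 (28.4%) in YJM1129. In the other 6 strains the number ranged from 976 in M1 to 1319 in Y10. Under salt, M1 had the most, with 1900 genes (31.2%), followed by YPS163 with 1289, M22 with 1274 and YPS606 with 1121. YJM1129 had 620 such genes, Y10 549, YJM308 489 and S288c 274 (4.5%). Each strain is itself part of the mean it is compared with.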

Out of the 6,092 yeast genes expressed in at least one condition (cpm ≥ 1), 4,261 genes (69%) showed significant differences in ethanol-responsive expression in at least one strain compared to the mean of all strains, while 3,197 (54%) were differentially expressed in at least one strain during the NaCl response. 

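With the filter at a mean of 1 CPM, 6090 genes were tested. The response to ethanol differed from the mean in at least 1 strain for 4269 genes (70.1%), and the response to salt for 3204 genes (52.6%). Of the alternatives that kept every replicate, a false discovery rate of 0.05 raised these counts most, to 5147 and 4225 genes, and a further limit of 1.5-fold lowered them most, to 3494 and 2430. With replicate 1 left out, 2891 and 1903 genes passed the threshold; the Y10 ethanol group, then a single library, was not counted there.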

To identify modules of co-regulated genes that differ in expression across strains, we performed hierarchical clustering on both strains and significantly differentially-expressed genes (see Methods). For ethanol stress, strains with poor overall cross protection (S288c and YJM1129) were clear outliers. 

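The distance between strains was measured as the Euclidean distance between their log2 fold changes over all genes tested, averaged over the other 7 strains. In response to ethanol, this mean distance was 105.4 ± 2.93 for S288c (SD of 3 replicates) and 95.8 ± 2.98 for YJM1129, the largest and the next largest of the 8 strains. The means come from the fitted log2 fold changes. Each SD is that of distances computed in single replicates from log2 CPM, with Y10 absent from replicate 3. The replicate distances need not centre on the printed means, so overlaps of these spreads are only approximate. Y10 followed at 92.5 ± 4.98 (n = 2), with a replicate spread that overlaps that of YJM1129, and the other 5 strains lay between 84.9 and 89.2. The spread of YPS606, at 84.9 ± 11.4 (SD of 3 replicates), overlaps that of YJM1129 as well. In hierarchical clustering with centroid linkage, the last strains to join were YJM1129, at a height of 79.5, and S288c, at 89.4. Over the genes that differed from the mean in at least 1 strain, the distances were smaller but kept S288c first (90.6) and YJM1129 second (74.1). Using all genes with at least 1 count raised the distances most, to 119.9 and 114.1.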

S288c in particular had lower induction of stress defense-enriched clusters (Fig. 3A, rightmost column). 

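Across all strains together, 1827 genes were induced by ethanol and 1657 repressed at a false discovery rate of 0.01 and at least 1.5-fold. The median log2 fold change of the induced genes was 1.10 ± 0.0757 in S288c (SD of 3 replicate pairs) and between 1.27 and 1.72 in the other 7 strains, so the difference was larger than the replicate spread. Relative to the mean of the strains, the median induced gene was lower in S288c by -0.45 on the log2 scale. Repression was weaker as well, with a median of -0.99 ± 0.0848 for the repressed genes, 0.54 above the mean of the strains. By process, the 7 genes of trehalose metabolism had a median log2 fold change of 1.71 in S288c, -1.41 relative to the mean, and all 7 were lower by the same limits, which hold for the counts below too. For 16 genes of glycogen metabolism the median was 2.05, -0.98 relative to the mean, with 8 lower and 0 higher. Glycolysis, with 17 genes, had a median of 0.66, -0.74 relative to the mean, with 12 lower. Among 32 genes of cellular oxidant detoxification the median was 0.23, -0.53 relative to the mean, with 14 lower and 2 higher. The 38 protein folding genes lay near the mean, with a median of 1.98, -0.08 relative to it, 9 lower and 8 higher. These directions were the same with DESeq2's size factors in place of TMM normalization and with DESeq2 itself.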

While YJM1129 was also an outlier compared to other strains, lower overall induction of stress defense genes was not generally observed. Moreover, while the lack of ethanol-induced cross protection in S288c is likely due to reduced *CTT1* mRNA expression (12-fold lower relative abundance during ethanol stress compared to the mean of all strains), this is likely not true of YJM1129 (which had only 1.5-fold lower relative mRNA abundance during ethanol stress compared to the mean of all strains), suggesting a different mechanistic basis for the absence of ethanol-induced cross protection in this strain (see Discussion).

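In YJM1129 the median log2 fold change of the ethanol-induced genes was 1.72 ± 0.0889 (SD of 3 replicate pairs), the highest of the 8 strains. Its replicate pairs, from 1.62 to 1.79, overlapped those of YPS606, from 1.28 to 1.63. Relative to the mean of the strains the median induced gene was 0.20 higher in YJM1129 and 0.21 higher in M22. The repressed genes had a median of -1.54 ± 0.0386 in YJM1129. Of the same process lists, trehalose genes had a median of 3.79, -0.29 relative to the mean of the strains, with 2 genes lower and 1 higher at a false discovery rate of 0.01 and at least 1.5-fold. Glycogen genes had a median of 3.25, -0.26 relative to the mean, with 6 lower and 2 higher. For glycolysis the median was 1.26, -0.15 relative to the mean, with 1 gene lower. For oxidant detoxification it was 0.55, -0.03 relative to the mean, with 3 genes higher and 0 lower. Among 44 proteasome genes the median was -0.12, -0.40 relative to the mean, with 12 lower and 2 higher. The 56 cell wall genes went the other way, with a median 0.42 above the mean, 19 higher and 4 lower. Of the alternatives, using all genes with at least 1 count moved the median of the induced genes most, to 1.62.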

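*CTT1* (YGR088W) lies on chromosome VII of the S288c R64 build from 654634 to 656322 and encodes the cytosolic catalase T. Its level in ethanol-treated cells was 75.9 ± 9.54 CPM in S288c (SD, n = 3) and 598 ± 134 CPM in YJM1129. The other strains had 740 ± 86.4 CPM (M1), 2114 ± 289 CPM (Y10, n = 2), 763 ± 186 CPM (YPS163), 782 ± 120 CPM (YPS606), 2229 ± 861 CPM (M22) and 5555 ± 441 CPM (YJM308). Unstressed levels lay between 6.00 and 12.3 CPM. Against the mean of the ethanol samples of all 8 strains, the log2 difference was -3.60 in S288c (standard error 0.268, adjusted p = 2.46e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 12.2-fold lower). In YJM1129 it was -0.62 (standard error 0.205, adjusted p = 8.75e-03 from the same test, 1.53-fold lower). The adjusted p for YJM1129 ranged from 3.90e-03 to 0.0702 over the alternatives and passed 0.01 without replicate 1 (log2 difference -0.55, adjusted p = 0.0702) and without replicate 2 (-0.59). For S288c it ranged from 8.67e-71 to 1.70e-10, and leaving S288c out of the mean moved the log2 difference most, to -4.12. The induction itself was 6.68-fold in S288c, with a log2 response -3.94 relative to the mean of the strains (standard error 0.318, adjusted p = 1.52e-15). In YJM1129 the induction was 98.9-fold, -0.05 relative to the mean (standard error 0.307, adjusted p = 0.951). From the lower *CTT1* mRNA in S288c the paper reasons that reduced *CTT1* expression likely accounts for the missing cross protection there, and from the smaller difference in YJM1129 it proposes another mechanism for that strain.

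**Figure D1:**
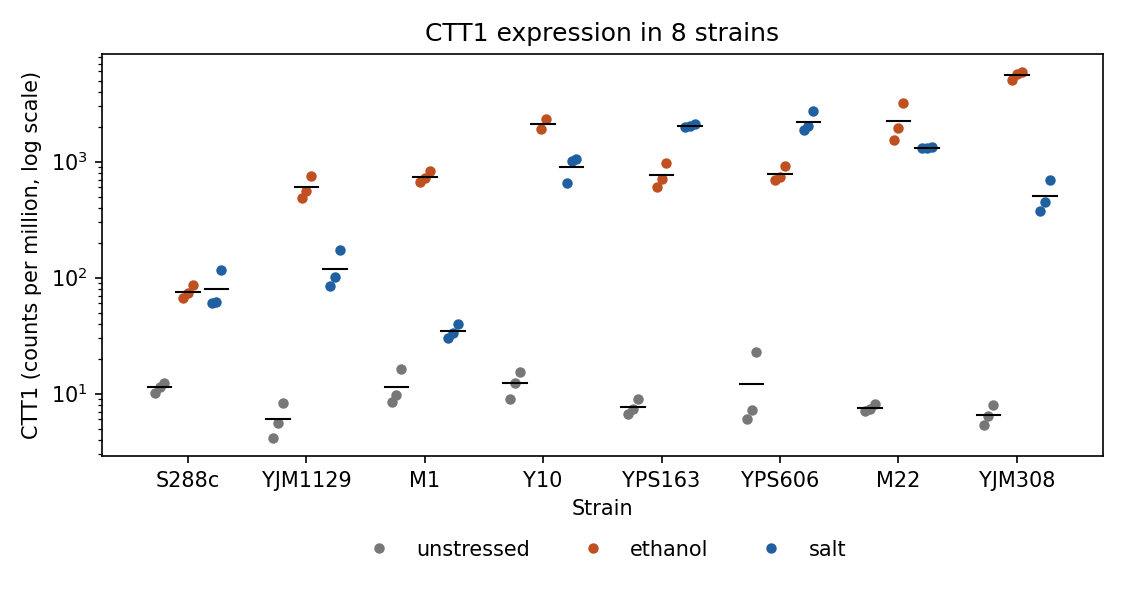
*CTT1* expression (CPM, log axis) in unstressed, ethanol-treated and salt-treated cells of the 8 strains; each point is 1 replicate and each bar the mean. After ethanol, S288c lies lowest at a mean of 75.9 CPM and YJM308 highest at 5555 CPM.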

**Fig. 3:**
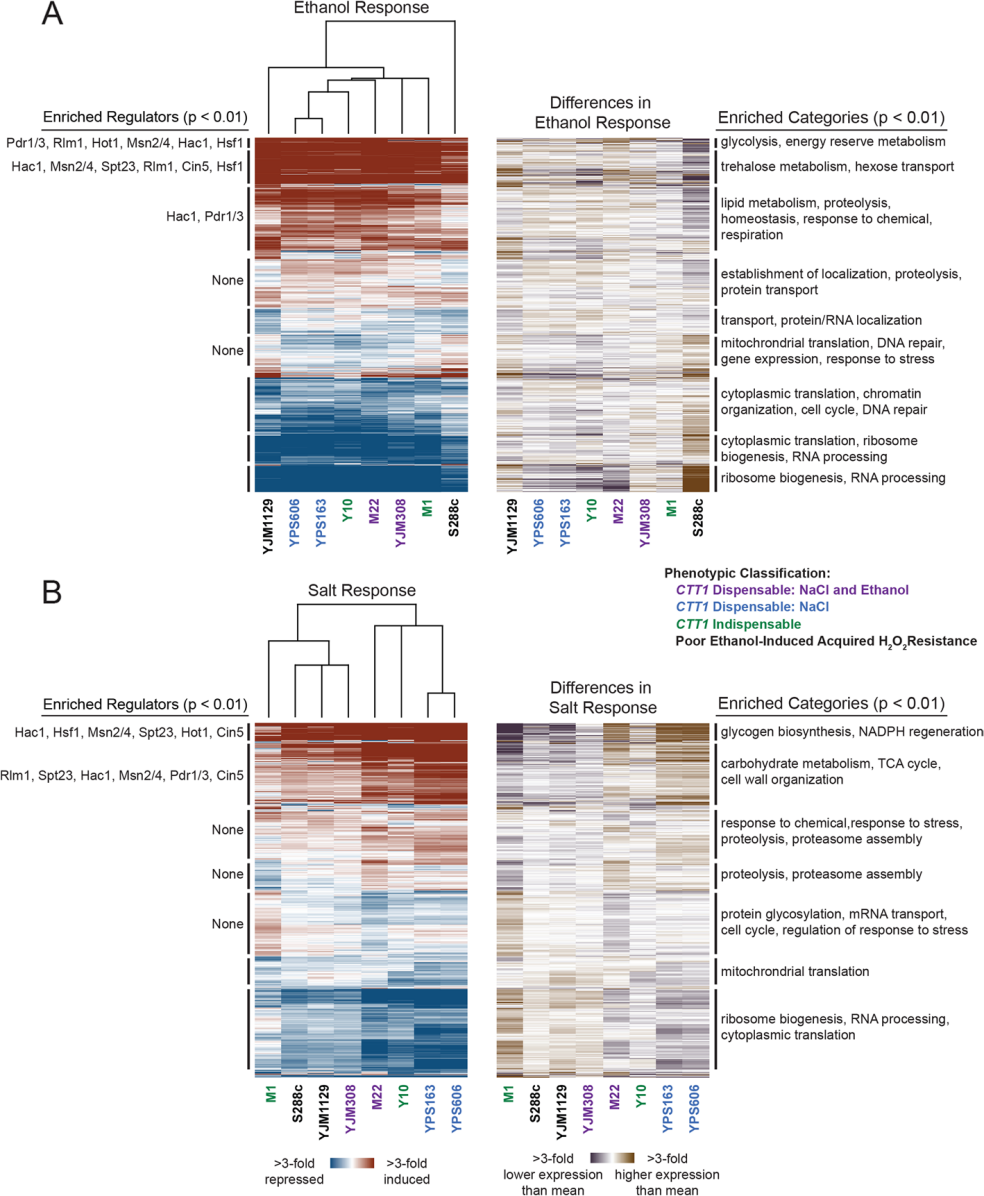
Extensive variation in stress responsive gene expression across diverse yeast isolates. Hierarchical clustering of 4,262 genes with significant (FDR < 0.01) differential ethanol-responsive expression in at least one strain relative to the mean of all strains (**A**), and 3,918 genes with significant (FDR < 0.01) differential salt-responsive expression in at least one strain relative to the mean of all strains (**B**). Genes are shown as rows and log_2_ fold changes for each strain’s stress response (left) or difference in stress response (right) are shown as columns. Red indicates induced and blue indicates repressed expression in response to stress, while violet indicates higher and brown indicates lower expression relative to the mean stress response of all strains. Significant regulatory enrichments are annotated to the left and functional enrichments are annotated to the right (Bonferroni-corrected *P* < 0.01). Full lists of regulatory and functional enrichments are in Additional file 3: Table S2

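The 8 strains form 4 pairs by phenotype: poor acquisition after ethanol (S288c and YJM1129), *CTT1* indispensable (M1 and Y10), dispensable for NaCl only (YPS163 and YPS606) and dispensable for both stresses (M22 and YJM308). In the ethanol response over all genes tested, the mean Euclidean distance was 82.8 within these pairs and 92.4 between strains of different pairs. Of the 105 ways to pair the 8 strains, 7 gave pairs as close (exact permutation test, one-sided, p = 0.0667). In the salt response the distances were 67.2 within and 78.6 between pairs, and 9 of the pairings were as close (exact permutation test, one-sided, p = 0.0857). The oak strains YPS163 and YPS606 were the closest strains in both responses, at 54.3 and 50.6. In the salt response S288c and YJM1129 also joined each other first, at 57.7, while M1 and Y10, and M22 and YJM308, did not join as pairs under either stress.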

Strains did not generally cluster together based on their *CTT1* dispensability phenotype, suggesting a weak overall correlation between stress-responsive gene expression and these specific acquired resistance phenotypes. This is perhaps not surprising, considering the complexity of genomic responses to stress and their likely effects on multiple traits [56, 57]. However, strain-specific differences in stress-responsive expression were clearly apparent. For example, YPS163, YPS606, Y10, and M22 all had higher expression for salt-induced clusters that were functionally enriched for stress related processes such as in proteolysis (*P* = 4 × 10^–9^), cell wall organization (*P* = 2 × 10^–5^), and response to stress (*P* = 2 × 10^–4^) (Fig. 3B). Likewise, M1 had decreased expression for those same clusters, while having novel or amplified induction during salt stress for a cluster functionally enriched for genes involved in the cell cycle (*P* = 5 × 10^–11^), protein glycosylation (*P* = 2 × 10^–5^), mRNA transport (*P* = 8 × 10^–4^), and regulation of the response to stress (*P* = 1 × 10^–3^).

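In response to salt, 1091 genes were induced across all strains together. Their median log2 fold change was 1.61 ± 0.151 in YPS606 (SD of 3 replicate pairs), 1.56 ± 0.0365 in YPS163, 1.39 ± 0.0857 in M22 and 1.19 ± 0.0898 in Y10, against 0.65 to 0.84 in the other 4 strains. Relative to the mean of the strains these medians were 0.55, 0.51, 0.31 and 0.12. Trehalose genes had a median 1.07 above the mean in YPS163 and in YPS606, 0.80 above it in M22 and 0.58 above it in Y10, with 7, 7, 4 and 2 of 7 genes higher at a false discovery rate of 0.01 and at least 1.5-fold. Among 44 proteasome genes, 3 were higher in YPS163 with 1 lower, 4 were higher in YPS606, 8 were higher in M22, and Y10 had 0 either way, with medians relative to the mean of 0.17, 0.30, 0.40 and 0.03. Of 56 cell wall genes, 11 were higher and 4 lower in YPS163, 11 higher and 3 lower in YPS606 and 7 higher and 2 lower in Y10, with medians of 0.32, 0.38 and 0.19. In M22, 4 cell wall genes were higher and 16 lower, with a median of -0.40. For 2 cell wall genes a group held at most 3 counts in every library, and placing them at either end of the list kept these medians between 0.28 and 0.38 in the oak strains, at 0.19 or 0.20 in Y10 and at -0.45 or -0.40 in M22. The directions of these medians did not change with DESeq2's size factors or with DESeq2.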

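M1 had the lowest median log2 fold change of the salt-induced genes, 0.65 ± 0.105 (SD of 3 replicate pairs), -0.55 relative to the mean of the strains. Its replicate pairs, from 0.53 to 0.72, overlapped those of YJM1129, from 0.71 to 0.86, so the order of these 2 strains lies within the replicate spread. M1 was also the strain farthest from the others over all genes tested, at a mean Euclidean distance of 86.9 ± 3.81 (SD of 3 replicates). As for ethanol, the SDs come from distances in single replicates and the means from the fit, so overlaps are only approximate. YPS606 followed at 81.2 ± 5.61 and YPS163 at 79.9 ± 4.09, both with replicate spreads that overlap that of M1. Trehalose genes had a median of 0.73 in M1, -1.56 relative to the mean, and 7 of 7 were lower at a false discovery rate of 0.01 and at least 1.5-fold. For glycogen metabolism the median was 0.29, -1.69 relative to the mean, with 10 genes lower and 1 higher. For the proteasome it was -0.36, -0.59 relative to the mean, with 22 of 44 genes lower and 0 higher. Cell wall genes had a median of -0.05 relative to the mean, with 7 lower and 7 higher. Repression in M1 was weaker too: ribosome biogenesis, 132 genes, had a median 0.86 above the mean, with 100 genes higher, and the 137 cytosolic ribosomal protein genes one 0.64 above it, with 72 higher. By class, 176 genes in M1 were induced by salt without being part of the consensus response. Lists for the cell cycle, protein glycosylation and mRNA transport were not used here.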

To explore strain-specific differences in stress responsive gene expression further, we identified genes in each strain that differed from the mean response of all strains (i.e., the ‘consensus’ response, see Methods), and separated them into classes (e.g., novel induction, amplified repression, Fig. 4). 

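The consensus response was fitted with the treatment and the replicate alone, and a gene entered a class when the difference of its response from the mean of the strains, and either its consensus response or, for genes outside the consensus, its response in the strain, passed a false discovery rate of 0.01 and 1.5-fold. By these limits the consensus response to salt included 1175 repressed genes beside the induced ones. Under ethanol, 1798 genes fell in any class in S288c, 1093 in YJM1129 and between 598 (YPS606) and 915 (Y10) in the other 6 strains. Under salt, 1136 genes did so in M1, 879 in YPS163, 782 in M22 and 774 in YPS606, and fewer than these in YJM1129 (369), Y10 (332), YJM308 (251) and S288c (191).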

As predicted from the clustering and consistent with our previous studies comparing S288c to a smaller panel of strains [48, 58], S288c had the largest number of genes with divergent expression compared to the consensus for ethanol stress (~ 600 genes with defective induction and ~ 700 genes with defective repression). These aberrantly expressed genes were functionally enriched for several categories related to stress defense (Table 1). 

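S288c had 614 ethanol-induced genes with defective induction and 721 repressed genes with defective repression. The count of genes with defective induction was next largest in Y10 (182) and M1 (181). Fitting ethanol without the salt libraries moved both counts most among the alternatives that kept every replicate, the first to 681 and, in the other direction, the second to 644. Among genes with defective induction, *RGI1* (YER067W) had a log2 response of 4.46 in S288c (standard error 0.35), -4.55 relative to the mean of the strains (adjusted p = 3.89e-17). *EGO4* (YNR034W-A), with at most 2 counts in unstressed Y10 and so without a fold here, was lower as well (adjusted p against the mean 1.81e-09). *PAU8* (YAL068C), one of a family of similar genes between which reads may be divided, had 0 counts in each of the 3 S288c libraries after ethanol and 120 to 188 in those of M22, so no fold is given (adjusted p = 1.62e-03). Among genes with defective repression, *NOP13* (YNL175C) had a response of -0.82 (standard error 0.203), 4.31 above the mean (adjusted p = 1.03e-22). *SSF1* (YHR066W) had a response of -1.28, 4.25 above the mean (adjusted p = 1.78e-22), and *FCY2* (YER056C) lay 4.28 above it (adjusted p = 1.44e-20).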

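Enrichment was tested with Fisher's exact test (one-sided), against the genes that could enter each class, for 11 lists of genes written by process and the peroxidases of Fig. 7, with Benjamini-Hochberg adjustment over all 286 pairs of class and list in both experiments. Genes of a list are not independent replicates. Of the genes with defective induction in S288c, 7 were among the 7 trehalose genes of the consensus response, where 2.35 would fall by chance (adjusted p = 5.41e-03). Glycolysis had 12 of 17 (adjusted p = 1.85e-02) and oxidant detoxification 11 of 16 (adjusted p = 3.42e-02). Of the genes with defective repression, 129 were among the 132 ribosome biogenesis genes (adjusted p = 5.04e-43), and the median of that list lay 2.39 above the mean of the strains.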

Interestingly, YJM1129, which does not acquire further H_2_O_2_ resistance following ethanol pretreatment, did not have a particularly high number of genes (107) with lower induction during ethanol stress, though there was a small enrichment for response to environmental stimulus (*P* = 2 × 10^–4^). 

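In YJM1129, 107 ethanol-induced genes had lower induction than the consensus, fewer than in S288c, M1, Y10, YPS163 (115), YPS606 (111) and YJM308 (119) and more than in M22 (53). The strain's mean taken over the other 7 strains raised the count most, to 130. *TDH1* (YJL052W), whose sequence is close to those of *TDH2* and *TDH3*, was -2.89 on the log2 scale relative to the mean (adjusted p = 4.29e-13). *HSP12* (YFL014W) was -2.25 relative to the mean (adjusted p = 8.80e-04). *EGO4* (YNR034W-A) had 157 to 241 counts after ethanol (adjusted p against the mean 1.55e-07). Of 14 glycogen genes in the consensus response, 6 were among the 107 (Fisher's exact test, one-sided, adjusted p = 1.03e-03).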

M1, despite not having a discernable defect in acquired stress resistance under the conditions tested, had a large number (~ 400) of salt-induced genes with lower induction than consensus, and these were enriched for carbohydrate metabolism (*P* = 2 × 10^–17^), trehalose metabolism (*P* = 7 × 10^–9^), and response to chemical (*P* = 9 × 10^–3^).

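M1 had 377 salt-induced genes with lower induction than the consensus, and 385 repressed genes with weaker repression. With all genes of at least 1 count the first number was highest, at 440, and without replicate 1 it was lowest, at 298. *STL1* (YDR536W), which encodes a glycerol transporter, had 28 to 34 counts in M1 after salt, from 4 to 30 unstressed, and 268 to 601 after salt in YJM1129 (adjusted p against the mean 3.48e-08). *POT1* (YIL160C) was lower as well (adjusted p = 9.14e-06), with 4 to 10 counts in M1 and 901 to 1102 in YPS163 after salt. *PEX18* (YHR160C) had 1 count in each of the 3 M1 libraries after salt and 37 to 51 in those of YPS163 (adjusted p = 2.11e-05), and no fold is given because the M1 libraries are near 0. Among the 377 genes were 7 of the 7 induced trehalose genes (Fisher's exact test, one-sided, adjusted p = 6.24e-03) and 10 of 12 induced glycogen genes (adjusted p = 7.51e-03).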

**Fig. 4:**
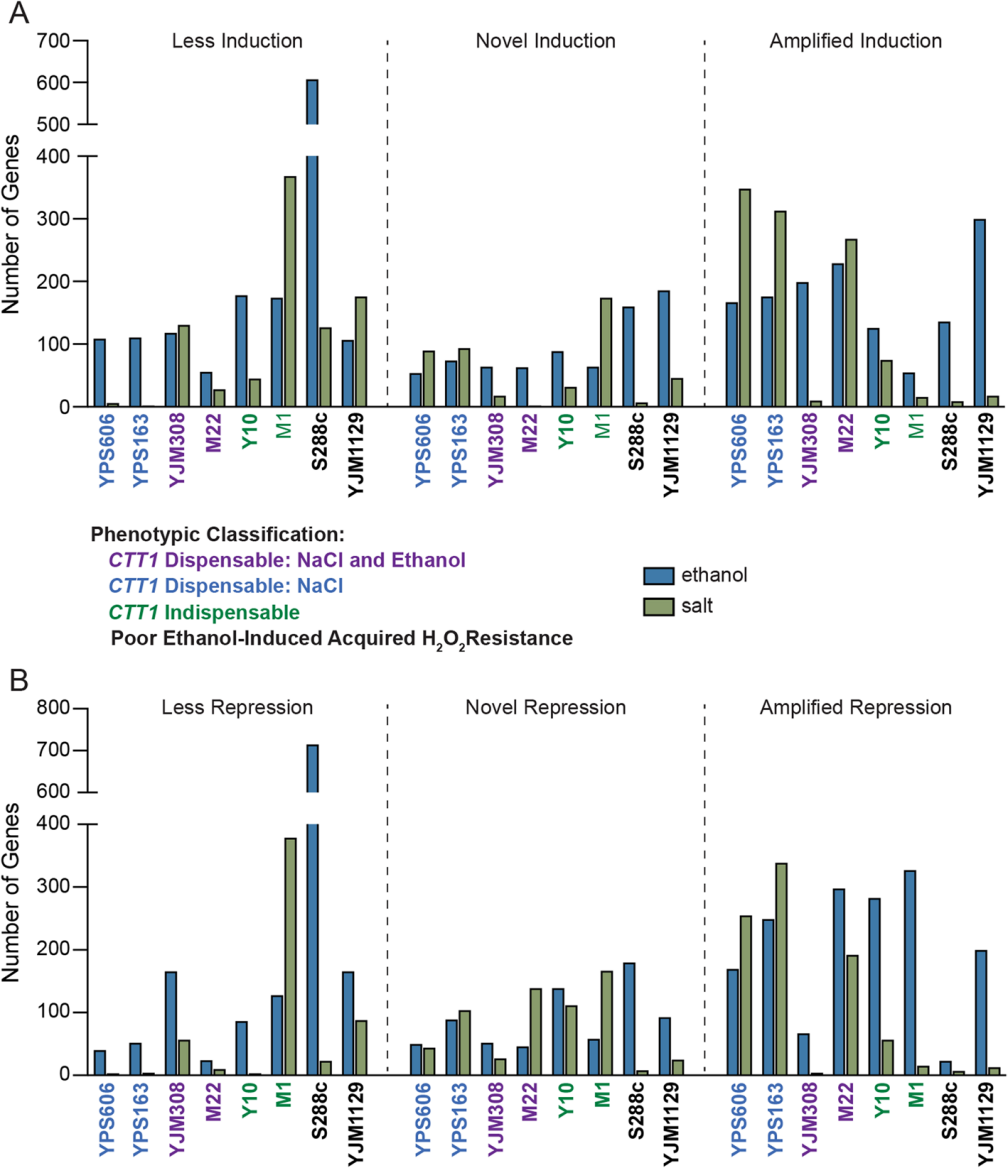
Strain-specific variation in different classes of stress-activated expression changes. Total number of genes for each strain with significantly (FDR < 0.01) different (> 1.5-fold) induction patterns (**A**) or repression patterns (**B**) relative to the mean or ‘consensus’ response (see Methods). Additional file 11: Table S8 and Additional file12: Table S9 contain the genes for ethanol-responsive and salt-responsive categories, respectively

**Table 1:** Functional enrichments of genes where the S288c ethanol response differs from the consensus response

**S288c: less induction by ethanol**	***P***-value
carbohydrate metabolism	1 × 10^–24^
phosphorus metabolism	7 × 10^–8^
purine catabolism	1 × 10^–7^
glycolysis	4 × 10^–7^
response to chemical	1 × 10^–5^
trehalose metabolism	5 × 10^–5^
lipid metabolism	8 × 10^–5^
homeostasis	3 × 10^–4^
glutathione metabolism	3 × 10^–3^
alcohol metabolism	4 × 10^–3^
response to ER stress	5 × 10^–3^
**S288c: less repression by ethanol**	
ribosome biogenesis	3 × 10^–150^
rRNA processing	1 × 10^–111^
gene expression	9 × 10^–49^
nitrogen metabolism	3 × 10^–45^
cytoplasmic translation	8 × 10^–21^
nuclear export	1 × 10^–11^

We were particularly interested in strains with amplified stress-induced expression compared to all strains, as this may indicate a heightened response. 

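Amplified induction means that a gene induced in the consensus was induced further in 1 strain, at the same thresholds as the other classes. Under ethanol, the count for YJM1129 was 304 genes and the next largest was 231, in M22. It fell to 171 without replicate 1, while a false discovery rate of 0.05 raised it to 385. *PAU22* (YPL282C), 1 of the *PAU* family of similar genes, had 157 to 379 counts in the ethanol libraries of YJM1129 and 0 in those of M1 and M22 (adjusted p = 1.73e-07). *GAL2* (YLR081W) had 116 to 155 counts after ethanol and 0 or 1 in unstressed YJM1129 (adjusted p = 7.50e-07). *FDH1* (YOR388C) had 85 to 115 counts after ethanol and 0 to 8 unstressed (adjusted p = 4.62e-03). Unstressed counts of these 3 genes are too low for a fold change. Of the process lists, cell wall organization was the one past an adjusted p of 0.05 in this class, with 7 of the 15 induced cell wall genes (Fisher's exact test, one-sided, adjusted p = 4.89e-02).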

Surprisingly, despite being deficient in ethanol-induced cross protection against H_2_O_2_, YJM1129 had the most genes (300) with amplified induction during ethanol stress, though most were not functional enriched for processes related to stress defense (Table 2). 

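Amplified induction by salt was found for 312 genes in YPS163, 349 in YPS606, 269 in M22 and 75 in Y10. The 2 oak strains had 260 of these genes in common, 83.3% of those in YPS163 and 74.5% of those in YPS606. Without replicate 1 the counts were 244 in YPS163, 168 in YPS606 and 139 in both, the lowest of the fits that each left out 1 replicate for the last 2; a false discovery rate of 0.05 gave the highest, 384, 422 and 319. *STL1* (YDR536W) had 7963 to 10041 counts in YPS163 after salt, from 1 to 3 unstressed, which is too few for a fold change (adjusted p against the mean 5.23e-08). *LEE1* (YPL054W) rose from 0 counts to 29 to 54 (adjusted p = 9.46e-05) and *MLS1* (YNL117W) from 0 or 1 to 28 to 31 (adjusted p = 7.60e-05). In YPS606, *GTO3* (YMR251W) had 47 to 101 counts after salt and 0 to 2 unstressed (adjusted p = 3.97e-05), and *UGX2* (YDL169C) 44 to 120 and 0 or 1 (adjusted p = 6.90e-04). *HXT7* (YDR342C), a hexose transporter gene with close paralogs, had 7070 to 17883 counts after salt, from 427 to 581 unstressed (adjusted p = 1.07e-05), and 0 in salt-treated Y10.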

For salt stress, the oak strains had the highest number of genes with amplified induction (313 genes for YPS163 and 348 for YPS606), with the vast majority of those genes being shared between the two strains (258), which is unsurprising considering the similarity of their expression responses. 

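In the set of 260 salt-induced genes amplified in both oak strains, 7 of the 7 trehalose genes induced in the consensus were found (Fisher's exact test, one-sided, adjusted p = 6.52e-04). In the sets of each strain alone the same list gave adjusted p = 2.03e-03 for YPS163 and 4.28e-03 for YPS606. The other lists tested did not pass an adjusted p of 0.05 in the shared set. Ribosomal protein genes, which fall under salt, fell further in these strains: the median lay -1.01 from the mean of the strains in YPS163, with 115 of 137 genes lower at a false discovery rate of 0.01 and at least 1.5-fold, and -0.73 from it in YPS606, with 86 lower.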

Shared genes with amplified induction in YPS163 and YPS606 during salt stress were enriched for functions implicated in stress defense (Table 2), leading us to hypothesize that a subset of those genes with amplified induction are responsible for the residual salt-induced acquired H_2_O_2_ resistance in the absence of *CTT1* in the oak strain background (see below).

**Table 2:** Functional enrichments of genes with amplified induction during stress relative to the consensus response

**YJM1129: amplified induction by ethanol**	***P***-value
small molecule metabolism	1 × 10^–8^
cell wall organization	3 × 10^–4^
respiration	4 × 10^–3^
carbohydrate metabolism	5 × 10^–3^
fatty acid catabolism	6 × 10^–3^
**YPS163 and YPS606: amplified induction by salt**	
carbohydrate metabolism	1 × 10^–16^
trehalose metabolism	1 × 10^–8^
pyrimidine metabolism	4 × 10^–7^
phosphorus metabolism	3 × 10^–4^
response to chemical	2 × 10^–3^
arginine biosynthesis	4 × 10^–3^
glycogen biosynthesis	8 × 10^–3^

### Identification of regulators necessary for ethanol or salt induced cross protection against H_2_O_2_

To identify potential regulators of the salt and ethanol responses that may be responsible for acquired hydrogen peroxide resistance, we looked for regulatory enrichments for genes belonging to stress-induced clusters (Fig. 3 and Additional file 3: Table S2). Prioritizing based on regulatory enrichment as well as transcription factors with known functions in relevant stressors (ethanol, osmotic, and/or oxidative stresses), we generated eight transcription factor gene deletions in the YPS606 strain background (*hot1*∆, *HSF1*/*hsf1*∆, *msn1*∆, *msn2*∆ *msn4*∆, *skn7*∆, *sko1*∆, *smp1*∆, *yap1*∆; see Table 3 for a brief description of each transcription factor), and tested whether those regulators were necessary for cross protection. We also tested the transcription factor mutations in combination with *ctt1*∆ mutations, to determine whether the tested transcription factors were potential regulators of the putative alternative peroxidases necessary for *CTT1*-independent acquisition. We chose YPS606 as a representative strain for further genetic dissection for two reasons. First, YPS606 possessed the highest level of residual acquisition in the absence of *CTT1*, providing the largest dynamic range for detecting loss of *CTT1*-independent acquisition. Second, we reasoned that because *CTT1* is only partially dispensable for salt-induced cross protection and not for ethanol, comparison of expression profiles for potential compensatory peroxidases during both ethanol and salt stress may help implicate the responsible party.

**Table 3:** Potential transcription factors involved in acquired stress resistance

Transcription Factor (TF)	Description	References
Hot1p	Osmotic stress responsive TF	[59]
Hsf1p	Essential heat shock factor	[60, 61]
Msn1p	Osmotic stress responsive TF	[59]
Msn2/4p	Paralogous general stress-responsive TFs	[61–63]
Skn7p	Osmotic and oxidative stress-responsive TF	[64–66]
Sko1p	Osmotic stress-responsive TF	[67]
Smp1p	Osmotic stress responsive TF	[68]
Yap1p	Oxidative stress-responsive TF	[66]

With ethanol as the pretreatment, the mutant with the largest defect in acquired resistance was the *msn2*∆ *msn4*∆ double mutant (Fig. 5A), where cross protection was completely abolished. The *skn7*∆ mutant had an intermediate defect, as well as a slight defect for intrinsic (basal) H_2_O_2_ resistance. The *yap1*∆ mutant had a strong intrinsic H_2_O_2_ resistance defect, but was still able to fully acquire resistance, suggesting that low intrinsic stress resistance does not necessarily preclude maximal acquisition. In contrast to the *yap1*∆ and *skn7*∆ single mutants, the *yap1*∆ *ctt1*∆ and *skn7*∆ *ctt1*∆ double mutants were unable to acquire further H_2_O_2_ resistance beyond their lowered intrinsic H_2_O_2_ resistance (Fig. 5A), suggesting that Yap1p and Skn7p may regulate alternative peroxidases responsible for residual acquired H_2_O_2_ resistance in the absence of Ctt1p (see below).

**Fig. 5:**
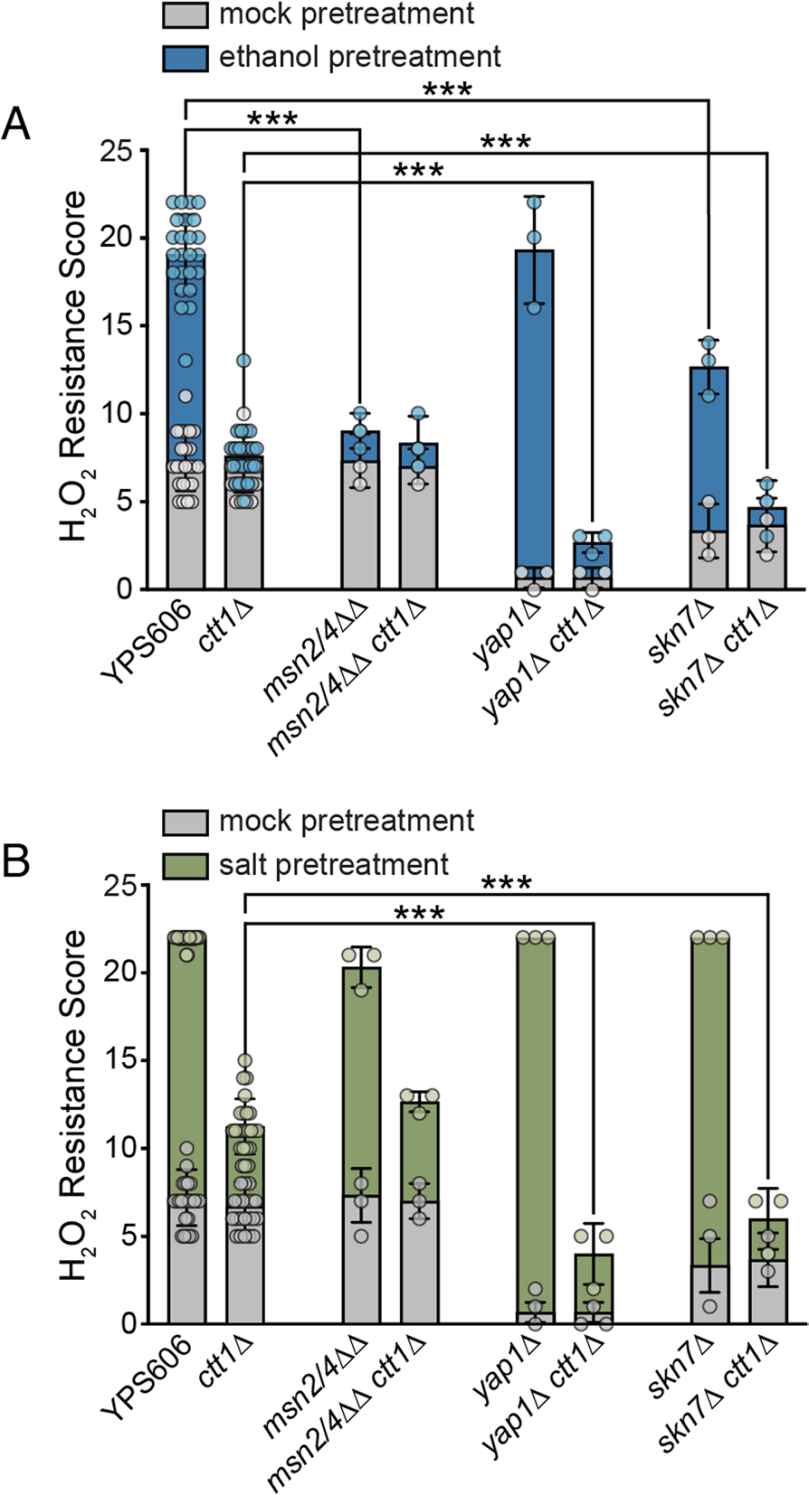
*msn2*∆ *msn4*∆, *skn7*∆, and *yap1*∆ mutants have varied effects on intrinsic and acquired H_2_O_2_ resistance. Survival score plots representing the mean and standard deviation for biological triplicates for transcription factor mutant strains with either 5% ethanol (**A**) or 0.4 M NaCl (**B**) as the mild pretreatment. Because each transcription factor mutant was tested alongside a wild-type YPS606 and YPS606 *ctt1*∆ control including those shown in Additional file 2: Fig. S2, those bar graphs depict 24 replicates across all experiments. The replicates for NaCl-treated *yap1*∆ and *skn7*∆ mutants all had the same tolerance score and thus zero standard deviation (see Additional file 6: Table S5 and Additional file 7: Table S6 for raw numerical data). Asterisks represent significant differences in acquired resistance between denoted strains (*** *P* < 0.001 ordinal regression analysis on raw spot scores)

For salt as the mild pretreatment, none of the tested mutants showed a defect in acquired H_2_O_2_ resistance when *CTT1* was present (Fig. 5B and Additional file 2: Fig. S2), which was especially striking considering that *msn2*∆ *msn4*∆ double mutants have extremely low salt-induced cross protection against H_2_O_2_ in the S288c background [41, 45]. This is likely due to partial regulatory redundancy in the YPS606 strain background (see below). Intriguingly, both the *yap1*∆ *ctt1*∆ and *skn7*∆ *ctt1*∆ double mutants had significantly reduced levels of *CTT1*-independent acquisition (Fig. 5B), suggesting that both Yap1p and Skn7p play a role in regulating those compensatory functions. Because low intrinsic stress resistance does not preclude the ability to acquire high levels of stress resistance, it was somewhat striking that both the *skn7*∆ *ctt1*∆ and especially the *yap1*∆ *ctt1*∆ had little acquisition beyond that of the intrinsic resistance of the single *skn7*∆ or *yap1*∆ mutants. This suggests that the peroxidases necessary for intrinsic resistance may overlap with those that partially compensate in the absence of Ctt1p. None of the other transcription factors tested (*HOT1*, *HSF1*, *MSN1*, *SKO1, or SMP1*) showed a defect in acquired resistance under any condition (Additional file 2: Fig. S2 and Fig. S3), though *HSF1* comes with the caveat that we were only able to test a heterozygous deletion due to *HSF1* being essential.

### Transcriptional profiling reveals the overlapping and unique roles of the Msn2/4p, Skn7p, and Yap1p transcription factors during either ethanol or salt stress

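Wild-type YPS606 and its *msn2*∆ *msn4*∆, *skn7*∆ and *yap1*∆ derivatives were each profiled in 4 biological replicates, unstressed, after ethanol and after salt at the doses and times used for the strains, which gave 48 libraries. The deposited expected counts were made by the authors in the same way as for the strains, and the wild type here has libraries of its own. Libraries held 8174188 to 18253411 counts, with a median of 13607841. In the wild type the totals were 13503458 to 16339023 unstressed (median 13983511), 12865806 to 16176426 after ethanol (median 15610159) and 12814871 to 16478318 after salt (median 14886873). In *msn2*∆ *msn4*∆ they were 11910308 to 13671669 (median 12557724), 13873266 to 18253411 (median 16127362) and 8174188 to 16875098 (median 11887667). In *skn7*∆ they were 12482898 to 14476984 (median 13453305), 12631448 to 16051819 (median 14083386) and 10159326 to 14445417 (median 12225748). In *yap1*∆ they were 9393641 to 16596668 (median 12466098), 11818326 to 16689570 (median 13003082) and 12531119 to 13654234 (median 12872926). The filter at a mean of 1 CPM in at least 1 genotype and condition left 5748 genes, and all 48 libraries were fitted together with the replicate number as a block. The deleted genes had few counts in the mutants that lack them: *MSN2* 0 to 6 per library against 664 to 2034 in the 36 other libraries, *MSN4* 0 or 1 against 92 to 520, *SKN7* 0 to 4 against 585 to 1883 and *YAP1* 0 to 7 against 718 to 3189. A gene counted as having defective induction in a mutant when it was induced in the wild type at a false discovery rate of 0.01 and at least 1.5-fold, and its response in the mutant was at least 1.5-fold smaller at a false discovery rate of 0.01 in a test of the interaction between genotype and stress.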

We next performed expression profiling on transcription factor mutants in the YPS606 background that had an acquired stress resistance defect (either in isolation or in combination with *ctt1*∆) for both mild ethanol and mild salt stresses, as well as for an unstressed control: *msn2*∆ *msn4*∆, *skn7*∆, and *yap1*∆. For the ethanol response, the *msn2*∆ *msn4*∆ mutant had the largest number of genes with significantly defective induction (i.e., reduced induction relative to wild type)—379 genes. In contrast, 95 genes showed defective induction in the *skn7*∆ mutant, while only 28 genes showed defective induction in the *yap1*∆ mutant (Fig. 6 and Additional file 4: Table S3). 

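Of the 1646 genes induced by ethanol in the wild type, 385 had defective induction in *msn2*∆ *msn4*∆. Dropping the limit on the wild-type response moved the count most, to 453, and leaving out 1 replicate at a time gave 320 to 358. *HXK1* (YFR053C) differed in response by -7.72 on the log2 scale (standard error 0.366, adjusted p = 1.76e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *HSP12* (YFL014W) differed by -7.67 (standard error 0.496, adjusted p = 9.02e-17). *DDR2* (YOL052C-A) had 73 to 110 counts in the wild type after ethanol and 0 or 1 in *msn2*∆ *msn4*∆ (adjusted p = 3.99e-03), with at most 2 unstressed in either, so no fold is given.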

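Defective induction by ethanol was found for 97 genes in *skn7*∆ and 30 in *yap1*∆. Leaving out 1 replicate at a time gave 55 to 80 genes in *skn7*∆ and 10 to 42 in *yap1*∆, with the lowest counts without replicate 3 and without replicate 4. With no limit on the wild-type response the counts were 143 and 72, and with the wild type and 1 mutant fitted alone *yap1*∆ had 19. In *skn7*∆ the largest differences in response were those of *HXT4* (YHR092C), which has close paralogs, at -3.28 on the log2 scale (standard error 0.368, adjusted p = 9.75e-09), of *MCH5* (YOR306C) at -2.42 (standard error 0.154, adjusted p = 1.33e-15) and of *RTC3* (YHR087W) at -2.25 (standard error 0.393, adjusted p = 8.93e-05). *HXT4* was already 3.01 higher than in the wild type in unstressed *skn7*∆, so its smaller response goes with a raised unstressed level. In *yap1*∆ the largest differences included those of *ARO10* (YDR380W) at -2.14 (standard error 0.324, adjusted p = 8.15e-06) and *MCH5* at -1.73 (standard error 0.156, adjusted p = 1.14e-10).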

We next characterized the extent of overlap for the induced ethanol response regulons for each transcription factor (Fig. 6). 

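Together the 3 mutants had 434 genes with defective induction by ethanol. By mutant, 330 of them were defective in *msn2*∆ *msn4*∆ alone, 28 in *skn7*∆ alone and 7 in *yap1*∆ alone. *msn2*∆ *msn4*∆ and *skn7*∆ had 46 in common outside *yap1*∆, *skn7*∆ and *yap1*∆ had 14 outside *msn2*∆ *msn4*∆, and *msn2*∆ *msn4*∆ and *yap1*∆ had 0, while 9 genes were defective in all 3. The 3 comparisons use the same wild-type libraries. Of 60 groupings with genotypes redrawn within replicates, 1, the real one, gave as many genes defective in all 3, and the others gave 0. Such groupings mix genotypes, so they cannot show how far the shared wild type adds to this overlap.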

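The induction of *AHA1* (YDR214W), *HSP78* (YDR258C), *SIS1* (YNL007C), *ERO1* (YML130C), *ADH5* (YBR145W), *WTM1* (YOR230W), *EMI2* (YDR516C) and *HOR7* (YMR251W-A) by ethanol was defective in each of the 3 mutants, and so was that of *HSP82* (YPL240C). In *msn2*∆ *msn4*∆ the differences in log2 response of the first 8 ranged from -4.49 (*HSP78*) to -0.63 (*WTM1*). In *skn7*∆ they ranged from -2.12 (*ADH5*) to -0.75 (*WTM1*) and in *yap1*∆ from -1.48 (*HOR7*) to -0.70 (*AHA1*). The largest adjusted p of the 24 tests was 4.10e-03, for *EMI2* in *yap1*∆, and it ranged from 5.42e-04 to 0.0941 over the alternatives. *HSP82* differed by -2.41 (standard error 0.228, adjusted p = 1.33e-11), -1.08 (standard error 0.226, adjusted p = 1.05e-03) and -0.89 (standard error 0.227, adjusted p = 8.45e-03) in the same order. Several of these genes were higher than in the wild type before stress: *ADH5* by 1.38 in *skn7*∆ and 1.11 in *yap1*∆ on the log2 scale, *WTM1* by 1.33 and 1.14, and *HOR7* by 1.02 and 1.64. Under salt, *WTM1* fell in *skn7*∆ and *yap1*∆ and rose in the wild type. Between 4 and 10 genes were defective in all 3 mutants when 1 replicate was left out, the fewest without replicate 3. Of 31 induced protein folding genes, 5 were among the 9 (Fisher's exact test, one-sided, adjusted p = 4.46e-06).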

Eight genes were part of the ethanol-induced regulon for all 3 transcription factors, including four genes involved in protein folding (*AHA1, HSP78, SIS1, ERO1;* enrichment *P* = 4 × 10^–4^), as well as genes encoding an alcohol dehydrogenase (*ADH5*), a meiotic regulator *(WTM1*), a hexokinase (*EMI2*), and stress-responsive protein of unknown function (*HOR7*). 

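Defective induction by ethanol in both *skn7*∆ and *yap1*∆ was found for 23 genes, 9 of which were also defective in the other mutant. Of the 19 amino acid biosynthesis genes induced by ethanol in the wild type, 5 were among the 23 (Fisher's exact test, one-sided, adjusted p = 6.55e-05). Protein folding also had 5 genes among them (adjusted p = 6.77e-04).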

There were 22 genes in the overlapping *SKN7-YAP1* regulons, which were enriched for amino acid metabolism (*P* = 1 × 10^–3^). 

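The ethanol responses of 55 genes were defective in both *msn2*∆ *msn4*∆ and *skn7*∆, and those of 9 in both *msn2*∆ *msn4*∆ and *yap1*∆. *CTT1* belonged to the 55, with a difference in log2 response against the wild type of -6.19 in *msn2*∆ *msn4*∆ (standard error 0.315, adjusted p = 1.93e-20) and -1.52 in *skn7*∆ (standard error 0.297, adjusted p = 4.54e-04). Over the alternatives the adjusted p ranged from 5.71e-100 to 5.33e-14 in the first and from 5.52e-06 to 9.85e-03 in the second. Of 31 induced protein folding genes, 8 were among the 55 (Fisher's exact test, one-sided, adjusted p = 7.20e-05).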

There was no significantly enriched functional category for the genes that were part of the overlapping *SKN7* and *MSN2/4* regulons, though *CTT1* was one of those genes. In fact, ethanol-responsive fold-changes in *CTT1* expression correlated well with the total (*msn2*∆ *msn4*∆) and partial (*skn7*∆) cross protection defects in those mutants—*CTT1* showed no induction (1.3-fold) in the *msn2*∆ *msn4*∆ mutant and 32-fold induction in the *skn7*∆ mutant (compared to 91-fold induction in the wild-type strain). In contrast, *CTT1* was 136-fold induced in the *yap1*∆ strain, which had wild-type levels of acquired resistance, suggesting that Yap1p plays no role in *CTT1* regulation during ethanol stress. 

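*CTT1* was at 4.63 ± 0.826 CPM in the unstressed wild type and at 426 ± 87.8 CPM after ethanol (SD, n = 4), a 91.9-fold induction. After ethanol it was at 6.91 ± 2.00 CPM in *msn2*∆ *msn4*∆ and at 141 ± 21.5 CPM in *skn7*∆. The induction was 1.26-fold in *msn2*∆ *msn4*∆ (adjusted p = 0.181) and 32.0-fold in *skn7*∆. In *msn2*∆ *msn4*∆, replicate 4 stood apart at 9.90 CPM from the other 3, which had 5.75 to 6.22 CPM. Every replicate of either mutant had a smaller response than every wild-type replicate (exact permutation test over 70 splits, two-sided, p = 0.0286, the smallest that 4 against 4 allow).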

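In *yap1*∆, *CTT1* rose from 5.64 CPM to 762 ± 186 CPM after ethanol (SD, n = 4), a 136-fold induction. The response differed from that of the wild type by 0.57 on the log2 scale (standard error 0.292, adjusted p = 0.251), with adjusted p from 0.127 to 0.674 over the alternatives. The exact permutation test over replicates gave p = 0.143 (two-sided). Between the ethanol-treated samples themselves, *CTT1* was higher in *yap1*∆ by 0.83 (standard error 0.159, adjusted p = 1.62e-04).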

Finally, there were 325 genes that were unique to the *MSN2/4* ethanol regulon, which were enriched for stress related functions such as metabolism of trehalose (*P* = 6 × 10^–6^) and glycogen (*P* = 3 × 10^–4^), and the response to oxidative stress (*P* = 5 × 10^–3^).

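Among the 330 ethanol-induced genes defective in *msn2*∆ *msn4*∆ alone were 6 of the 7 trehalose genes induced in the wild type (Fisher's exact test, one-sided, adjusted p = 4.53e-03) and 8 of 14 induced glycogen genes (adjusted p = 2.02e-02). Oxidant detoxification did not pass an adjusted p of 0.05 in this set.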

**Fig. 6:**
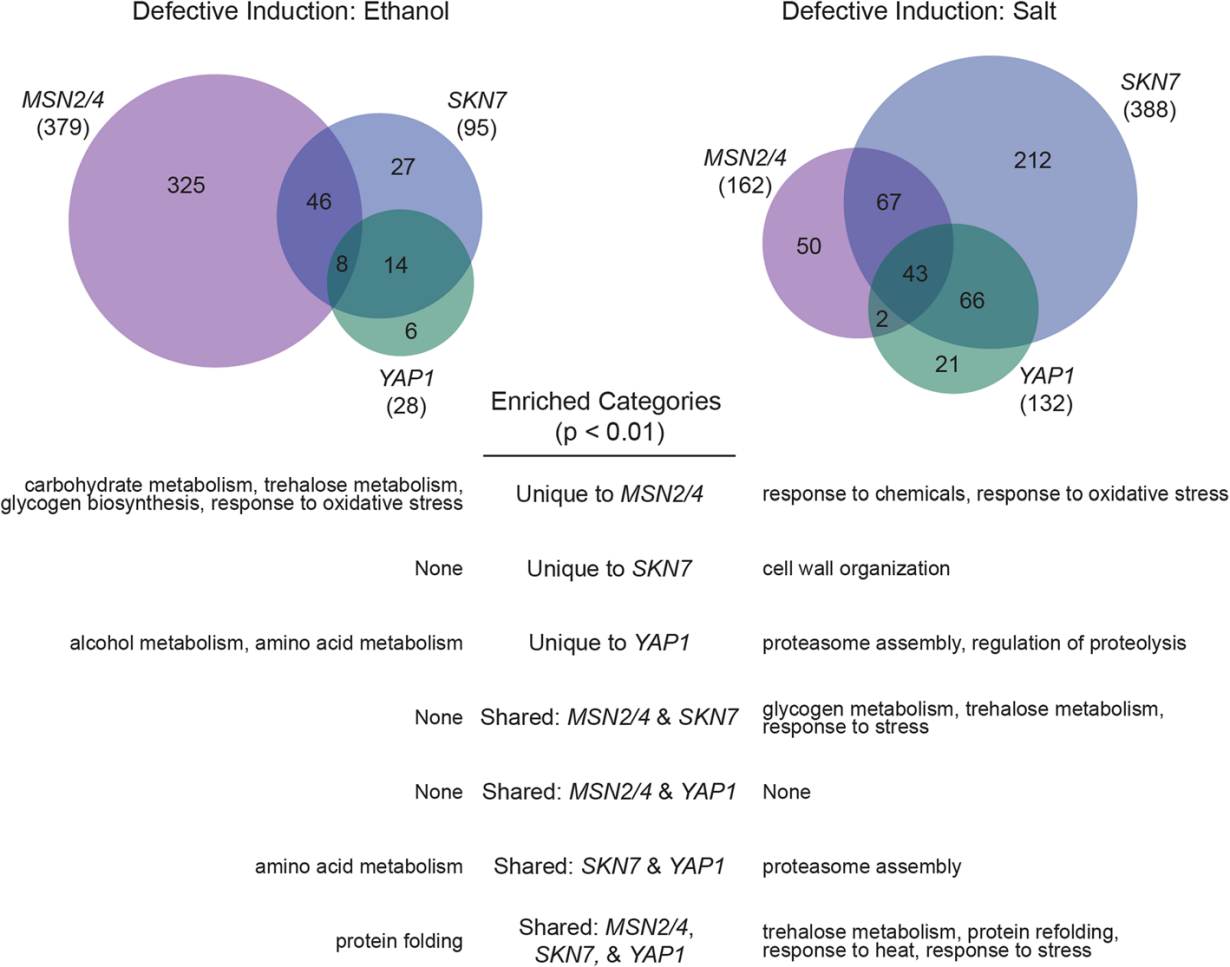
Msn2/4, Skn7, and Yap1 regulate shared and unique targets for the YPS606 ethanol and NaCl responses. The Venn diagrams represent genes with significant defective induction for each transcription factor mutant’s (*msn2*∆*msn4*∆, *skn7*∆, or *yap1*∆) stress response (FDR < 0.01 and at least 1.5-fold reduced expression). Significant functional enrichments (Bonferroni-corrected *P* < 0.01) are shown below for all unique and shared sets of regulated genes

In contrast with the ethanol response, *SKN7* had the largest salt-induced regulon (388 genes), while *MSN2/4* and *YAP1* had moderately sized regulons (162 and 132 genes, respectively). 

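Salt induced 1537 genes in the wild type, of which 395 had defective induction in *skn7*∆, 169 in *msn2*∆ *msn4*∆ and 135 in *yap1*∆. Leaving out 1 replicate at a time gave 286 to 386 genes in *skn7*∆, 126 to 150 in *msn2*∆ *msn4*∆ and 76 to 143 in *yap1*∆, the fewest in *yap1*∆ without replicate 4. Of the alternatives that kept every replicate, a false discovery rate of 0.05 moved the counts of *skn7*∆ and *yap1*∆ most, to 486 and 208. In *skn7*∆ the response of *STL1* (YDR536W) differed by -5.39 on the log2 scale (standard error 0.794, adjusted p = 1.04e-06) and that of *FMP48* (YGR052W) by -4.06 (standard error 0.808, adjusted p = 1.36e-04). *BAG7* (YOR134W) had 4 to 15 counts in *skn7*∆ after salt and 91 to 161 in the wild type, where unstressed libraries held 1 or 2 (adjusted p = 9.47e-05). In *msn2*∆ *msn4*∆, *HXK1* (YFR053C) differed by -7.10 (standard error 0.368, adjusted p = 1.47e-19). *DDR2* (YOL052C-A) had 1 to 3 counts in *msn2*∆ *msn4*∆ after salt and 364 to 855 in the wild type (adjusted p = 5.61e-03). *GAL2* (YLR081W) had 83 to 206 counts in the wild type after salt, from 0 unstressed, against 8 to 18 in *msn2*∆ *msn4*∆ (adjusted p = 2.91e-04) and 17 to 19 in *yap1*∆ (adjusted p = 1.60e-03). In *yap1*∆, *STL1* differed by -3.14 (standard error 0.79, adjusted p = 3.01e-03) and *BTN2* (YGR142W) by -2.61 (standard error 0.357, adjusted p = 7.53e-07).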

There were 43 genes with that were part of the salt-induced regulons for all three transcription factors, which were enriched for response to stress (*P* = 5 × 10^–3^), protein refolding (*P* = 1 × 10^–9^), and trehalose metabolism (*P* = 9 × 10^–9^). 

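Defective induction by salt in all 3 mutants was found for 42 genes. They included 4 of the 7 trehalose genes (*TPS1*, *TPS3*, *TSL1* and *NTH1*; Fisher's exact test, one-sided, adjusted p = 2.68e-04) and 9 of 15 induced protein folding genes (adjusted p = 8.80e-10), with *SSA1*, *SSA3*, *SSA4* and *HSP104* among these. For glycogen metabolism 3 of 13 genes were in the set (adjusted p = 3.56e-02). The count was lowest, at 20, without replicate 4 and highest, at 57, with a false discovery rate of 0.05. Of the 60 groupings with genotypes redrawn within replicates, 1, the real one, gave as many, which again does not address the shared wild type.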

*CTT1* was part of this overlapping group, though *CTT1* was much more strongly induced by salt than ethanol in the wild-type strain (340-fold vs. 91-fold) and still possessed relatively high induction in all three mutants (63-fold for *msn2*∆ *msn4*∆, 94-fold for *skn7*∆, and 63-fold for *yap1*∆). 

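After salt, *CTT1* was at 1569.5 ± 293 CPM in the wild type (SD, n = 4), 347 ± 26.3 CPM in *msn2*∆ *msn4*∆, 277 ± 73.1 CPM in *skn7*∆ and 526 ± 64.2 CPM in *yap1*∆. The induction was 336.5-fold in the wild type, 63.1-fold in *msn2*∆ *msn4*∆, 62.8-fold in *skn7*∆ and 94.2-fold in *yap1*∆. Without replicate 4 the induction in *skn7*∆ was 82.6-fold. Each of the 3 mutants had a smaller response in every replicate than the wild type (exact permutation test, two-sided, p = 0.0286 in each case).

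**Figure D2:**
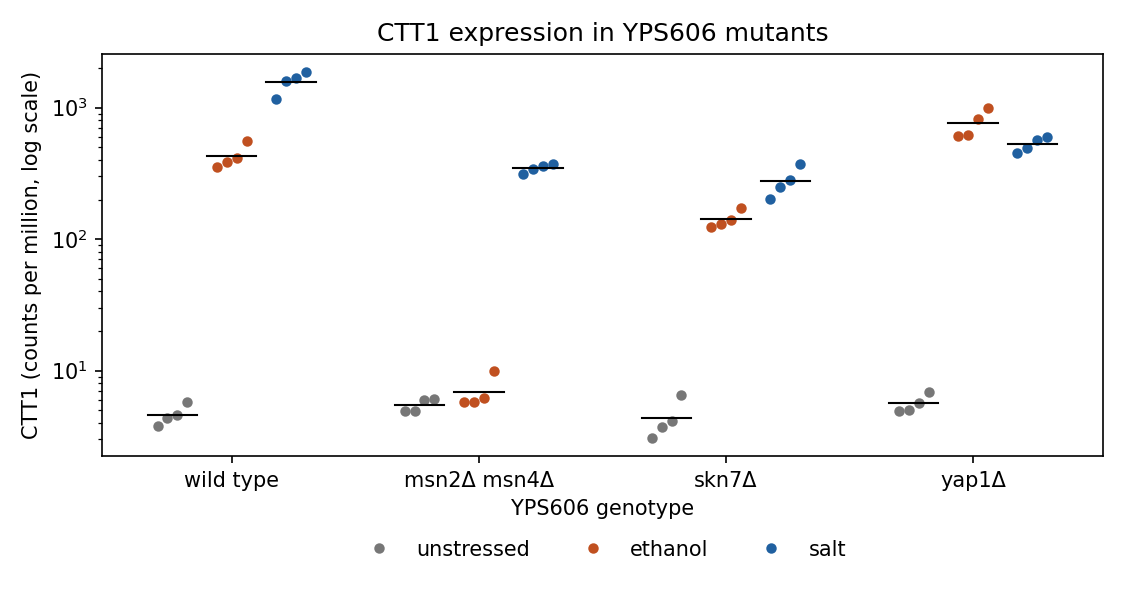
*CTT1* expression (CPM, log axis) in unstressed (grey), ethanol-treated (orange) and salt-treated (blue) YPS606 and its transcription factor mutants; each point is 1 replicate and each bar the mean. After ethanol, *msn2*∆ *msn4*∆ stays at a mean of 6.91 CPM, and after salt the lowest mean is 277 CPM, in *skn7*∆.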

*CTT1* expression thus appears combinatorially controlled by Msn2/4p, Skn7p, and Yap1p, which would explain why cells were still able to acquire resistance in the absence of any single transcription factor.

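The difference in the salt response of *CTT1* against the wild type was -2.42 on the log2 scale in *msn2*∆ *msn4*∆ (standard error 0.293, adjusted p = 1.92e-08), -2.42 in *skn7*∆ (standard error 0.298, adjusted p = 2.65e-08) and -1.84 in *yap1*∆ (standard error 0.292, adjusted p = 1.08e-05). Across the alternatives the adjusted p stayed between 2.57e-15 and 1.29e-05 in *msn2*∆ *msn4*∆, between 2.56e-15 and 1.17e-05 in *skn7*∆ and between 7.19e-09 and 1.55e-03 in *yap1*∆. The difference in *skn7*∆ was smallest without replicate 4, at -2.08. From the lower but remaining induction in each of the 3 mutants, the paper proposes that the 3 regulators control *CTT1* in combination, and reasons that this would let cells that lack 1 of them still acquire resistance.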

While the overlap in regulons was more substantial for salt, each transcription factor also regulated by at least 20 genes uniquely. 

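In the salt response, 215 genes were defective in *skn7*∆ alone, 55 in *msn2*∆ *msn4*∆ alone and 21 in *yap1*∆ alone. Of 39 induced cell wall genes, 14 were in the first set (Fisher's exact test, one-sided, adjusted p = 5.11e-03). Of 15 induced oxidant detoxification genes, 4 were in the second (adjusted p = 1.47e-02), and of 20 induced proteasome genes, 3 were in the third (adjusted p = 1.93e-02).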

The 212 genes that were unique to the *SKN7* salt-induced regulon were enriched for cell wall organization (*P* = 8 × 10^–8^), the 50 genes unique to the *MSN2/4* salt-induced regulon were enriched for responses to chemical (*P* = 1 × 10^–3^) and oxidative (*P* = 2 × 10^–3^) stresses, and the 21 genes unique to the *YAP1* salt regulon were enriched for proteasome assembly (*P* = 2 × 10^–5^) and regulation of proteolysis (*P* = 4 × 10^–4^). There were 110 genes in the overlapping *SKN7-MSN2* regulons, which were enriched for the response to stress (*P* = 3 × 10^–3^), and glycogen (*P* = 6 × 10^–7^) and trehalose (*P* = 1 × 10^–14^) metabolism. 

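Defective induction by salt in both *skn7*∆ and *msn2*∆ *msn4*∆ was found for 111 genes, 69 of them outside *yap1*∆. The 111 included 7 of the 7 induced trehalose genes (Fisher's exact test, one-sided, adjusted p = 3.06e-07), 8 of 13 glycogen genes (adjusted p = 1.12e-05) and 9 of 15 protein folding genes (adjusted p = 3.23e-06).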

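Salt induction was defective in both *skn7*∆ and *yap1*∆ for 111 genes, of which 69 were not defective in *msn2*∆ *msn4*∆, and in both *msn2*∆ *msn4*∆ and *yap1*∆ for 45 genes, of which 3 were not defective in *skn7*∆. Of 20 induced proteasome genes, 6 were among the 111 of *skn7*∆ and *yap1*∆ (Fisher's exact test, one-sided, adjusted p = 1.92e-02), as were 11 of 15 protein folding genes (adjusted p = 8.79e-09) and 4 of 7 trehalose genes (adjusted p = 7.78e-03).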

There were 22 genes in the overlapping *SKN7-YAP1* regulons, which were enriched for proteasome assembly (*P* = 3 × 10^–4^). Finally, there were no shared functionally enriched categories for the shared *MSN2-YAP1* regulons.

For intrinsic (basal) gene expression, there were 197 genes with differential expression compared to wild type in the *yap1*∆ mutant, 369 genes in the *skn7*∆ mutant, and 10 genes in the *msn2*∆ *msn4*∆ mutant (Additional file 4: Table S3). 

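In unstressed cells, 206 genes differed from the wild type in *yap1*∆, 398 in *skn7*∆ and 13 in *msn2*∆ *msn4*∆, the deleted genes included, at a false discovery rate of 0.01. At an unadjusted p under 0.05 the numbers were 1027, 1476 and 283. Leaving out 1 replicate gave 116 to 173 genes in *yap1*∆, 192 to 361 in *skn7*∆ and 4 to 13 in *msn2*∆ *msn4*∆, the fewest without replicate 3 in the first and without replicate 4 in the other two. At least 1.5-fold and at that rate, 3 genes were higher and 9 lower in *msn2*∆ *msn4*∆: *HSP78* (YDR258C) was higher by 1.08 on the log2 scale (standard error 0.174, adjusted p = 2.00e-04), *HSP82* (YPL240C) by 1.08 (standard error 0.165, adjusted p = 9.03e-05) and *STI1* (YOR027W) by 0.60 (standard error 0.113, adjusted p = 2.45e-03). *FLO11* (YIR019C), a gene with repeated sequence, was lower by -1.54 (standard error 0.251, adjusted p = 2.31e-04).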

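In unstressed *yap1*∆ cells, 64 genes were at least 1.5-fold higher than in the wild type. Fitting the wild type and *yap1*∆ alone gave 56, and a false discovery rate of 0.05 gave 84. The largest differences were those of *CWP1* (YKL096W; log2 2.12, standard error 0.19, adjusted p = 1.06e-11), *AAC3* (YBR085W, which has close paralogs; 1.91, standard error 0.16, adjusted p = 1.49e-12) and *HOR7* (YMR251W-A; standard error 0.168, adjusted p = 6.01e-10). *CWP1* lies on chromosome XI. Of 78 amino acid biosynthesis genes, 13 were among the 64 (Fisher's exact test, one-sided, adjusted p = 1.02e-10).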

For the *yap1*∆ strain, 64 genes had at least 1.5-fold higher expression relative to the wild-type strain (in other words, were de-repressed), which were enriched for amino acid biosynthesis (*P* = 7 × 10^–12^). Fifty-six genes had > 1.5-fold lower expression in the *yap1*∆ strain (i.e., defective activation), which were importantly enriched for cellular oxidant detoxification (*P* = 3 × 10^–8^). This includes genes that encode for proteins known to be involved in directly detoxifying H_2_O_2_ (*GPX2, PRX1, GRX2, AHP1, TSA1*) or genes necessary for proper function of those systems (*GSH1* involved in glutathione biosynthesis and *TRR1* encoding a thioredoxin reductase). 

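At least 1.5-fold lower expression in unstressed *yap1*∆ was found for 58 genes, *YAP1* itself included. Of the 32 genes of cellular oxidant detoxification, 10 were among them (Fisher's exact test, one-sided, adjusted p = 2.52e-11). Iron ion transport had 3 of 27 (adjusted p = 2.02e-02). *GRE2* (YOL151W) was lower by -3.33 on the log2 scale (standard error 0.143, adjusted p = 1.12e-22).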

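*GPX2* (YBR244W, chromosome II, 707528 to 708016) was at 96.3 ± 13.2 CPM in the unstressed wild type and 1.94 ± 0.365 CPM in *yap1*∆ (SD, n = 4), a log2 difference of -5.60 (standard error 0.168, adjusted p = 9.58e-29). *AHP1* (YLR109W, chromosome XII, 368781 to 369311) was at 1848 ± 160 and 202 CPM (-3.19, standard error 0.127, adjusted p = 5.91e-24). *TSA1* (YML028W, chromosome XIII, 220138 to 220728) was at 1962 ± 202 and 529.6 ± 31.9 CPM (-1.89, standard error 0.113, adjusted p = 1.91e-17). *PRX1* (YBL064C, chromosome II, 100371 to 101156) was at 22.9 ± 1.15 and 6.39 ± 1.09 CPM (-1.83, standard error 0.141, adjusted p = 1.12e-13). *GRX2* (YDR513W, chromosome IV, 1471017 to 1471448) was at 66.1 ± 5.85 and 37.1 ± 2.86 CPM (-0.84, standard error 0.11, adjusted p = 2.96e-07). *GSH1* (YJL101C, chromosome X, 234320 to 236356) was at 107 ± 7.40 and 29.4 ± 3.58 CPM (-1.86, standard error 0.1, adjusted p = 3.83e-19). *TRR1* (YDR353W, chromosome IV, 1183299 to 1184258) was at 373 ± 17.3 and 222 ± 6.99 CPM (-0.75, standard error 0.078, adjusted p = 8.38e-10). Over the alternatives the largest adjusted p of these 7 genes was 1.20e-04, for *GRX2*, and leaving out *yap1*∆ or wild-type replicates left every log2 difference below -0.70. *GPX2* had a library apart from the other replicates in unstressed *msn2*∆ *msn4*∆ and in ethanol-treated *skn7*∆, *PRX1* in salt-treated *skn7*∆, and *AHP1* rose under salt in *yap1*∆ where it fell in the wild type. *GSH1* rose under ethanol in YJM308 and fell in M22.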

Decreased expression of these genes likely explains the strong intrinsic H_2_O_2_ tolerance defect of the *yap1*∆ strain. The *skn7*∆ mutant, which also had an intrinsic H_2_O_2_ tolerance defect, had 44 genes with > 1.5-fold lower expression than wild type. Those 44 genes were also enriched for cellular oxidant detoxification (*P* = 4 × 10^–4^), including genes encoding direct H_2_O_2_ detoxifiers (*PRX1, GPX2, TSA1, AHP1*). 

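In unstressed *skn7*∆, 44 genes were at least 1.5-fold lower than in the wild type, with *SKN7* among them, and 156 were higher. Among the 44 were 6 of the 32 oxidant detoxification genes (Fisher's exact test, one-sided, adjusted p = 2.87e-06). *GPX2* was at 2.94 ± 0.526 CPM (SD, n = 4), a log2 difference from the wild type of -5.03 (standard error 0.157, adjusted p = 5.43e-28). *AHP1* was at 227 ± 29.5 CPM (-3.03, standard error 0.126, adjusted p = 3.38e-23). *TSA1* was at 552 ± 33.2 CPM (standard error of the log2 difference 0.113, adjusted p = 8.27e-17, log2 difference -1.83). *PRX1* was at 7.61 ± 2.16 CPM (-1.59, standard error 0.136, adjusted p = 2.17e-12). Over the alternatives the adjusted p of these 4 genes was at most 3.39e-08. As in *yap1*∆, *AHP1* rose under salt in *skn7*∆. Among the genes that were higher, the largest differences were those of *PRM5* (YIL117C; 3.88, standard error 0.291, adjusted p = 4.05e-14), *ANB1* (YJR047C, which has a close paralog; 3.24, standard error 0.365, adjusted p = 3.46e-09) and *HXT4* (YHR092C; 3.01, standard error 0.274, adjusted p = 1.04e-11).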

There was strong and significant overlap between genes with either lower expression in both the *yap1*∆ and *skn7*∆ strains (44-fold over-enrichment and *P* =  × 10^–26^, Fisher’s exact test) or higher expression (31-fold over-enrichment and *P* = 6 × 10^–77^, Fisher’s exact test), suggesting substantial overlap for the two regulons. 

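At least 1.5-fold lower in both unstressed mutants were 19 genes, where 0.444 would be lower by chance, 42.8 times as many (Fisher's exact test, one-sided, p = 5.27e-28). Higher in both were 53 genes, where 1.74 would be by chance, 30.5 times as many (Fisher's exact test, one-sided, p = 3.26e-76). Leaving out 1 replicate gave 10 to 19 and 38 to 47 genes, the fewest without replicate 3, and dropping the fold limit gave 39 and 81. Both comparisons use the same 4 wild-type libraries, which the test does not take into account. In 20 simulations of unchanged mutants against one shared wild type, at most 0 genes were lower in both and at most 0 higher. The simulated mutants had no effects, so few genes could pass the false discovery rate in either. At an unadjusted p under 0.05 with no fold limit, the simulations gave medians of 27 genes lower and 30 higher in both. The simulations argue only against unchanged mutants. They cannot show how far the shared wild type adds to the overlap of genes that do change. Of 60 groupings with genotypes redrawn within replicates, 3, the real one included, gave at least 19 genes lower in both. The others of these drew 4 *skn7*∆ or *yap1*∆ cultures as wild type, as did some groupings with 0 genes. As many genes higher in both came from 1 of the 60, the real one. Across 5746 genes, which are not independent replicates, the log2 differences of the mutants correlated with Pearson's r of 0.519 and Spearman's rho of 0.578. In simulations of unchanged mutants against one shared wild type, r had a median of 0.491 and reached 0.562.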

Genes with > 1.5-fold higher expression in both the *yap1*∆ and *skn7*∆ mutants relative to wild type were enriched for amino acid biosynthesis (*P* = 2 × 10^–13^). 

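Of the 78 amino acid biosynthesis genes, 13 were among the 53 genes that were higher in both unstressed mutants (Fisher's exact test, one-sided, adjusted p = 1.47e-11). In *skn7*∆ as a whole the number was 15 (adjusted p = 6.64e-08).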

The 99 genes with higher expression in the *skn7*∆ mutant but not the *yap1*∆ mutant were enriched for those involved in iron ion transport (*P* = 3 × 10^–5^).

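Higher expression in unstressed *skn7*∆ and not in *yap1*∆, by the limits of 1.5-fold and a false discovery rate of 0.01, was found for 103 genes, and the reverse for 11. Of 27 iron ion transport genes, 8 were among the 103 (Fisher's exact test, one-sided, adjusted p = 4.30e-07) and 9 among all genes that were higher in *skn7*∆ (adjusted p = 5.60e-07). Membership in 1 list and not the other was not tested as a difference between the mutants.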

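Of the genes with defective induction by ethanol in any of the 3 YPS606 mutants, 88.7% were defective in *msn2*∆ *msn4*∆. Of the 474 such genes in the salt response, 83.3% were defective in *skn7*∆. The difference between *msn2*∆ *msn4*∆ and *skn7*∆ in the number of defective genes, 385 against 97 under ethanol and 169 against 395 under salt, kept its direction in every alternative fitted, leaving out replicates included.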

In summary, Msn2/4p play the largest role amongst the transcription factors tested for regulating the YPS606 ethanol response, while Skn7p plays the largest role in regulating the YPS606 salt response. During ethanol stress, Msn2/4p uniquely regulate genes enriched for key stress defense processes, which correlates with the absence of ethanol-induced acquired H_2_O_2_ resistance in the *msn2*∆ *msn4*∆ mutant. In contrast, there was far more overlap between the Skn7p, Msn2/4p, and Yap1p regulons for salt stress—including coordinated regulation of key stress defense processes—which correlates with the observation of wild-type levels of salt-induced acquired H_2_O_2_ in mutants lacking a single regulator.

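As a share of the genes with defective induction in any mutant, those defective in all 3 made up 2.1% under ethanol and 8.9% under salt.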

### *CTT1*-independent acquisition requires glutathione

Finally, we sought to understand the mechanistic basis for partial *CTT1* dispensability. Leveraging our transcriptomic data, we focused on the expression of genes annotated to have any kind of peroxidase activity. We clustered just the expression of those genes (Fig. 7), which revealed interesting patterns of differential expression across strains where *CTT1* was either dispensable or indispensable for acquisition. Clustering on strains for just this subset of genes better matched acquired resistance phenotypes, particularly with ethanol, where S288c clearly showed reduced expression of most peroxidases in addition to *CTT1*, while the strains where *CTT1* was partially dispensable for ethanol (M22 and YJM308) clustered together and showed higher expression for most peroxidase genes. 

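Over the 16 peroxidase genes of Fig. 7, the Euclidean distance between ethanol responses put M22 and YJM308 next to each other, joined at 2.51, and S288c last, at 6.27, in clustering with centroid linkage. The mean distance within the 4 pairs of strains with the same phenotype was 3.30 against 4.59 between pairs, and 4 of 105 pairings of the strains were as close (exact permutation test, one-sided, p = 0.0381). The oak strains YPS163 and YPS606 form 1 of the 4 pairs and were the closest strains, at 1.28. The closeness within pairs therefore rests in part on them. The 16 genes include *CTT1*, whose log2 response ran from 2.74 in S288c to 9.71 in YJM308, the widest range of the list. Distances without *CTT1* were not computed, so these results may rest largely on that gene. Relative to the mean of the strains, 13 of the 16 genes were lower in S288c, 10 of them at a false discovery rate of 0.01, with a median of -0.86 on the log2 scale. In M22 14 genes were above the mean, 9 at that rate, and in YJM308 13 were, 7 at that rate. YPS163 had 14 genes below the mean. The numbers of genes below the mean in these strains were the same with DESeq2's size factors and with DESeq2. Of the 16 genes, *GPX1* and *CCP1* lie on chromosome XI, whose genes were expressed at a higher level in YJM308 before stress.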

For salt, strains where *CTT1* was indispensable for acquisition (M1 and Y10, plus S288c and YJM1129) tended to have lower than average induction of peroxidase genes, with S288c and YJM1129 in particular clustering together.

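In the salt response, S288c and YJM1129 joined each other at 1.80 over the peroxidase genes, M1 joined them at 3.08, and Y10 joined YJM308 at 1.34. The mean distance was 2.88 within the 4 pairs and 4.44 between them (exact permutation test, one-sided, 4 of 105 pairings, p = 0.0381). Here too the oak pair was the closest, at 1.11, and the closeness within pairs rests in part on it. *CTT1* again had the widest range, from 1.57 in M1 to 8.05 in YPS163, and distances without it were not computed. Below the mean of the strains were 13 of the 16 genes in M1, 11 in S288c and 9 in YJM1129, of which 6, 5 and 4 passed a false discovery rate of 0.01; with DESeq2's size factors 11 genes were below it in YJM1129. In Y10, 4 genes were below the mean and 12 above, 0 of them past that rate. Of the strains in which *CTT1* is dispensable after NaCl, M22 had 14 genes above the mean and YPS163 had 10 below it, or 9 with DESeq2's size factors.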

**Fig. 7:**
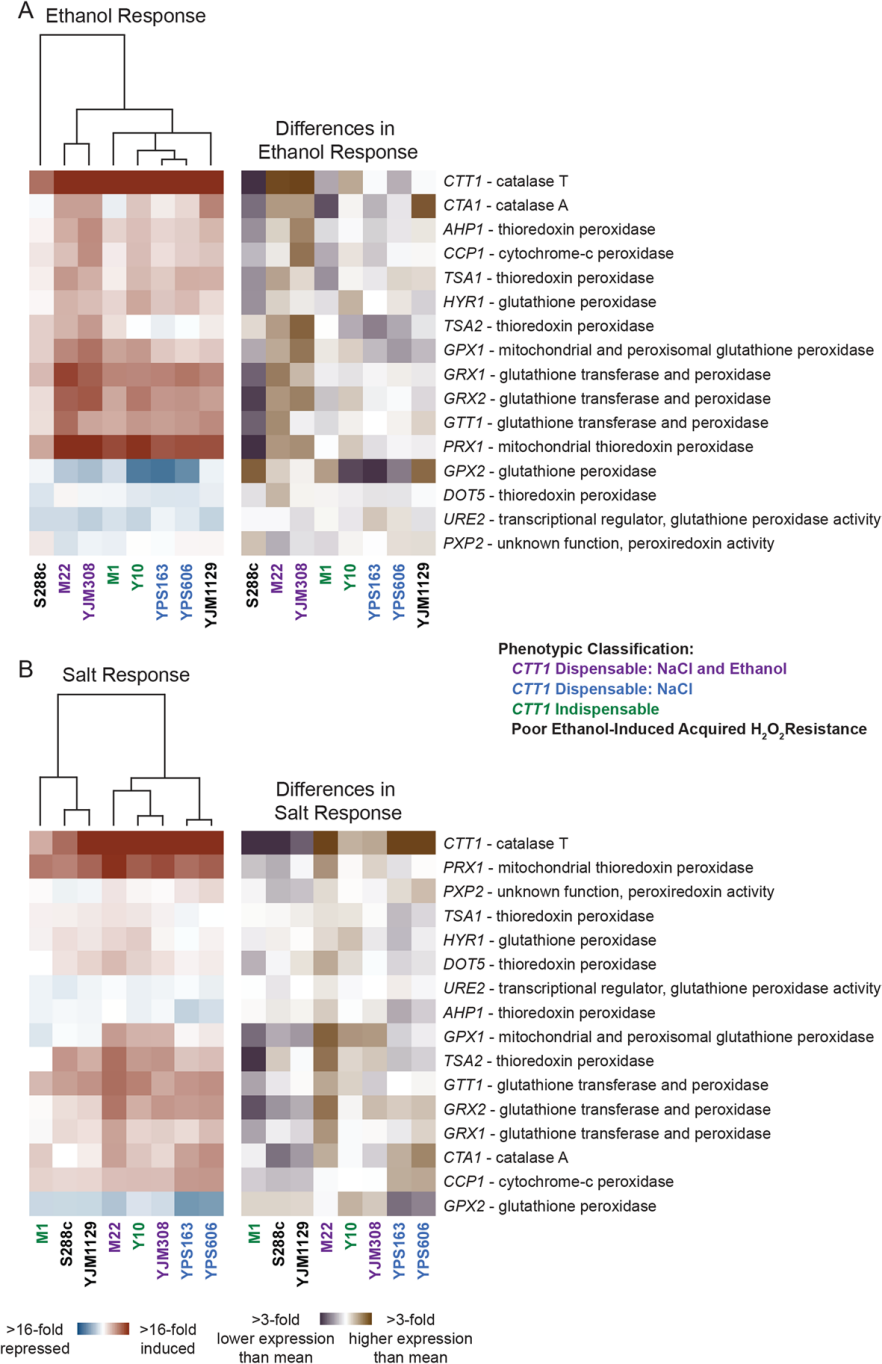
Stress-responsive expression variation in genes involved in detoxifying reactive oxygen species. Hierarchical clustering of all yeast genes annotated as having peroxidase activity in response to either ethanol (**A**) or NaCl (**B**). Genes are shown as rows and log_2_ fold changes for each strain’s stress response (left) or difference in stress response (right) are shown as columns. Red indicates induced and blue indicates repressed expression in response to stress, while violet indicates higher and brown indicates lower expression relative to the mean stress response of all strains

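The comparison used peroxidase genes of Fig. 7 other than *CTT1* that were induced at least 2-fold at a false discovery rate of 0.01 in at least 1 strain, 11 genes for ethanol and 9 for salt, and took the mean of their log2 fold changes in each strain. For ethanol this mean was 2.31 in M22 and 2.36 in YJM308, where *CTT1* is dispensable, and in the other strains 0.65 (S288c), 1.65 (YJM1129), 1.21 (M1), 1.73 (Y10), 1.26 (YPS163) and 1.48 (YPS606). The group means were 2.33 and 1.33, a difference of 1.00 on the log2 scale or 2.00-fold. With strains as the units, the exact permutation test (two-sided, 28 splits) gave p = 0.0714. That is the smallest p this two-sided test can give for 2 strains against 6, so the test cannot reach 0.05. The real split had the largest difference of the 28, as M22 and YJM308 lay above all other strains. For salt the mean was 2.23 in M22, 1.55 in YJM308, 1.41 in YPS163 and 1.62 in YPS606, against 0.98 (S288c), 1.08 (YJM1129), 0.61 (M1) and 1.61 (Y10). The difference between the group means of 1.70 and 1.07 was 0.64, or 1.55-fold (exact permutation test, two-sided, 70 splits, p = 0.0857, where the smallest p possible is 0.0286). Taking all Fig. 7 genes other than *CTT1* moved the differences most, to 0.74 and 0.32, and including *CTT1* gave 1.17 and 0.93. Without S288c and YJM1129 the ethanol difference was 0.91 (exact permutation test, two-sided, 15 splits, p = 0.133, the smallest p possible there).

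**Figure D3:**
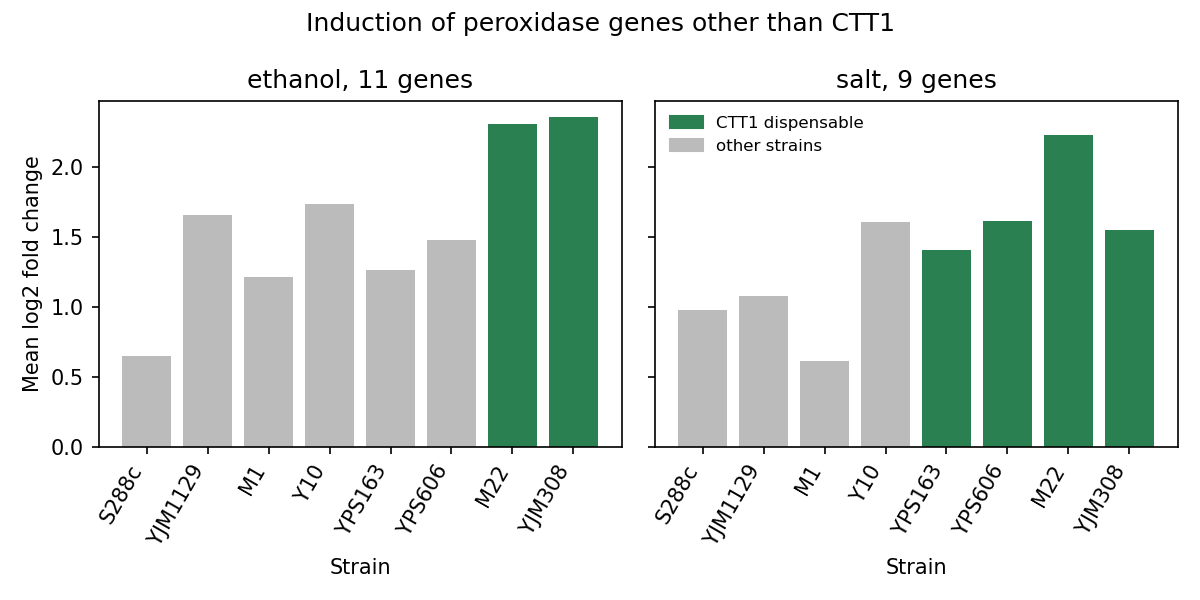
Mean log2 fold change of the induced peroxidase genes other than *CTT1* in each strain after ethanol (11 genes) and after salt (9 genes), by whether *CTT1* is dispensable for acquired resistance after that stress. After ethanol the 2 strains in which it is dispensable lie at 2.31 and 2.36, above the other 6; after salt Y10 (1.61), in which it is indispensable, lies among the 4 in which it is dispensable.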

For all non-*CTT1* peroxidase genes that were significantly induced at least twofold in any strain, expression was higher in strains where *CTT1* was dispensable (1.9-fold higher induction for ethanol, *P* < 4 × 10^–4^, t-test, and 1.6-fold higher for salt, *P* < 4 × 10^–3^, t-test), suggesting potentially redundant mechanisms. Because there were multiple, potentially redundant candidate genes that could be responsible for *CTT1*-independent acquisition, we sought to narrow the possible mechanisms. In addition to catalases, the major cellular peroxidases require reduction by either thioredoxin or glutathione to continue scavenging H_2_O_2_. Intriguingly, genes encoding glutathione-dependent peroxidases (*GRX2, GPX1, GPX2*) were among the those with the largest differences in expression between *CTT1-*dispensable and *CTT1-*indispensable strains during either ethanol or salt stresses. Additionally, the YPS606 *skn7*∆ mutant, which lacks *CTT1*-indepdent acquisition, also showed defective induction during salt stress for several glutathione-dependent peroxidase genes (*GPX1, GRX2, GRX1*). 

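For each of the 16 peroxidase genes the mean log2 fold change of the strains in which *CTT1* is dispensable was compared with that of the other strains. *CTT1* had the largest difference under both stresses, 3.06 for ethanol and 3.63 for salt. *GRX2* ranked 3 for ethanol, with a difference of 1.30 (exact permutation test, two-sided, p = 0.0714), and 2 for salt, with 1.34 (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.229 over the 16 genes). *GPX1*, which lies on chromosome XI (389380 to 389883), ranked 4 for ethanol, with 1.25, and 5 for salt, with 0.84. *GPX2* ranked 15 for ethanol, with 0.35, and 4 for salt, where it was lower in the strains in which *CTT1* is dispensable, with -0.85. *TSA2* ranked 2 for ethanol, with 1.44, and *CTA1* 3 for salt, with 1.02. In the mutants of YPS606, *TSA2* fell under salt in *msn2*∆ *msn4*∆ and rose in the wild type.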

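In *skn7*∆ the salt response of *GRX2* differed from that of the wild type by -0.81 on the log2 scale (standard error 0.15, adjusted p = 4.82e-05), with 263 ± 49.6 CPM in the wild type and 115.0 ± 17.5 CPM in *skn7*∆ after salt (SD, n = 4). That of *GRX1* (YCL035C, chromosome III, 60841 to 61173) differed by -0.80 (standard error 0.207, adjusted p = 2.83e-03), with 45.7 and 31.0 CPM after salt. Over the alternatives its adjusted p ranged from 1.25e-03 to 0.0679, the largest without replicate 4, where the difference was -0.65. *GPX1* was at 2.52 ± 0.166 CPM in the wild type and 1.71 ± 0.694 CPM in *skn7*∆, and its response differed by -0.84 (standard error 0.369, adjusted p = 0.0815, from 0.0763 to 0.318 over the alternatives).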

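*GSH1*, which encodes gamma-glutamylcysteine synthetase, was at 87.4 ± 6.64 CPM in the salt-treated wild type and at 46.6 ± 4.54 CPM in salt-treated *yap1*∆ (SD, n = 4). The log2 difference was -0.91 (standard error 0.096, adjusted p = 5.43e-10, 1.87-fold lower), with adjusted p from 1.50e-16 to 1.38e-06 over the alternatives. Of the glutathione-dependent peroxidase genes, the salt responses of *GPX1*, *GRX1* and *GRX2* in *yap1*∆ differed from the wild type by 0.12 (adjusted p = 0.86), 0.18 (adjusted p = 0.577) and -0.20 (adjusted p = 0.378). Between the salt-treated samples themselves, *GRX2* was lower in *yap1*∆ by -1.04 (adjusted p = 1.73e-10) and *GPX2* by -3.61 (adjusted p = 2.75e-20), *HYR1* was higher by 0.43 (adjusted p = 1.95e-04) and *GTT1* by 0.86 (adjusted p = 3.58e-06), and *GRX1* (0.37 higher, adjusted p = 0.0334) and *GPX1* (adjusted p = 0.951) were not past a false discovery rate of 0.01.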

And while genes encoding glutathione-dependent peroxidases did not have lower expression in the *yap1*∆ mutant during salt stress, we did notice that expression of the gene that encodes the first enzymatic step of glutathione biosynthesis (*GSH1*) was 1.9-fold lower, suggesting that the *yap1*∆ mutant may have insufficient glutathione for those peroxidases to properly function.

Altogether, these data suggested that the peroxidase(s) responsible for *CTT1*-independent acquisition may be glutathione dependent. Thus, we tested the effects of loss of *GSH1* on acquired stress resistance, both alone and in combination with *ctt1*∆ in one strain that possesses *CTT1*-independent acquisition following either ethanol or salt pretreatments (M22) or two strains that only possess *CTT1*- independent acquisition following salt pretreatment (YPS163 and YPS606). Each *gsh1*∆ single mutant was able to fully acquire H_2_O_2_ resistance for either ethanol or salt pretreatments (Fig. 8 and Additional file 2: Fig. S4), suggesting that *GSH1* is not necessary for acquisition in the presence of *CTT1*. However, lack of *GSH1* significantly reduced *CTT1*-independent acquisition for M22 under both stress pretreatments (Fig. 8 and Additional file 2: Fig. S4), as well as for YPS163 and YPS606 during salt pretreatment (Fig. 8B). For M22, the *gsh1*∆ *ctt1*∆ mutant also had an intrinsic H_2_O_2_ resistance defect in addition to the loss of *CTT1*- independent acquisition, suggesting that the compensatory peroxidases and *CTT1* may play a role in both processes. Overall, the data suggest that glutathione-dependent peroxidases are at least partially responsible for the conditional dependency of *CTT1* in the tested wild strain backgrounds.

**Fig. 8:**
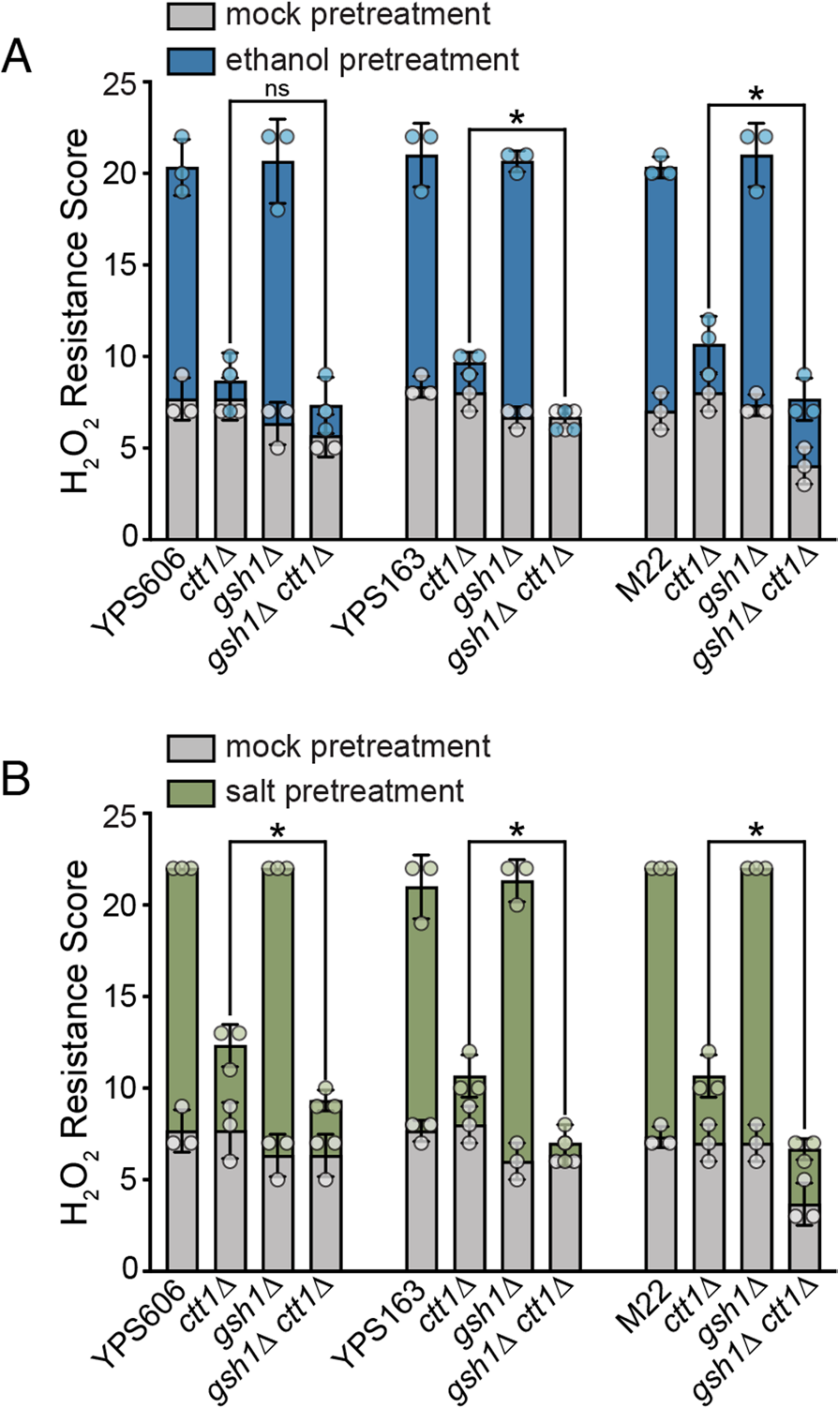
*CTT1*-dispensable acquired H_2_O_2_ resistance requires glutathione biosynthesis. Survival score plots indicating the mean and standard deviation for biological triplicates for depicted strains with either 5% ethanol (**A**) or 0.4 M NaCl (**B**) as the mild pretreatment. Error bars denote the standard deviation. The replicates for NaCl-treated YPS606, YPS606 *gsh1*∆, M22, and M22 *gsh1*∆ strains all had the same tolerance score and thus zero standard deviation (see Additional file 6: Table S5 and Additional file 7: Table S6 for raw numerical data). Asterisks represent significant differences in acquired resistance between denoted strains (* *P* < 0.05, ns = not significant; ordinal regression analysis on raw spot scores)

## Discussion

In this study, we leveraged natural variation in acquired stress resistance to understand the mechanistic underpinnings of this important trait. We previously showed that cytosolic catalase T (Ctt1p) was completely essential for ethanol-induced cross protection in YPS163, a wild oak strain [50]. Here, we were surprised to find substantial residual salt-induced cross protection in the YPS163 *ctt1*∆ mutant, at a level expected to be physiologically relevant [53, 54]. Moreover, about half of the strains tested showed varied levels of *CTT1* dispensability. Interested in understanding the regulation and molecular mechanisms underlying these differences, we leveraged transcriptional profiling in strains with varied levels of *CTT1* dispensability. The results of these experiments implicated and helped identify novel regulators important for acquired stress resistance, as well as potential compensatory mechanisms that can support partial acquired H_2_O_2_ resistance in the absence of *CTT1*. This highlights the power of integrating comparative genomics with targeted mutational analysis to understand the mechanisms underlying stress defense traits.

Our analysis of regulatory mutants in the YPS606 oak strain background revealed interesting regulatory aspects for both intrinsic (basal) stress resistance and acquired stress resistance. For example, and consistent with the previous literature [69, 70], the YPS606 *yap1*∆ mutant had a severe defect in intrinsic H_2_O_2_ resistance. However, this mutant was able to fully acquire H_2_O_2_ resistance with either ethanol or salt as pretreatments, providing further support for the idea that the stress defense mechanisms underlying intrinsic and acquired stress resistance are distinct [39, 41, 42, 45, 48, 50]. The same was true of the YPS606 *skn7*∆ mutant, though its intrinsic H_2_O_2_ resistance defect was not as pronounced as that of the YPS606 *yap1*∆ mutant. In contrast, the YPS606 *msn2*∆ *msn4*∆ mutant had no observable defect for intrinsic H_2_O_2_ resistance, but had a strong defect for acquired H_2_O_2_ resistance when ethanol was the primary stress. Moreover, the intrinsic H_2_O_2_ resistance phenotypes of the tested transcription factor mutants correlated with differences in basal expression of genes annotated to the GO category of ‘response to oxidative stress.’ 

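In unstressed *msn2*∆ *msn4*∆, 0 of the 32 genes of cellular oxidant detoxification differed from the wild type at a false discovery rate of 0.01, and 0 at an unadjusted p under 0.05. Their log2 differences ranged from -0.40 to 0.24, and the smallest adjusted p was 0.997 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The genes annotated to the response to oxidative stress were not used here as a list.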

The YPS606 *msn2*∆ *msn4*∆ mutant, which had wild-type levels of intrinsic H_2_O_2_ resistance, also had no differentially expressed oxidative stress response genes under unstressed conditions. In contrast, the YPS606 *skn7*∆ mutant, with a moderate intrinsic H_2_O_2_ resistance defect, had four oxidative stress response genes with at least twofold lower basal expression than wild type: *AHP1, GPX2, PRX1*, and *TSA1*. 

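In unstressed *skn7*∆, 10 of the same 32 genes differed at a false discovery rate of 0.01 and 17 at an unadjusted p under 0.05. *SOD1* (YJR104C) was lower by -0.67 on the log2 scale, 1.59-fold, while *GSH1* was higher by 0.58 (adjusted p = 8.04e-06) and *HSP31* (YDR533C), which is not in that list, by 1.33.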

And the YPS606 *yap1*∆ mutant, with a strong intrinsic H_2_O_2_ resistance defect, also possessed at least twofold lower expression of those same four genes, while also including three additional genes: *GSH1*, *HSP31*, and *SOD1*. 

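In unstressed *yap1*∆, 12 of the 32 genes differed at a false discovery rate of 0.01 and 19 at an unadjusted p under 0.05. *SOD1* was at 646 ± 41.8 CPM in the wild type and 253 ± 15.7 CPM in *yap1*∆ (SD, n = 4), a log2 difference of -1.35 (standard error 0.104, adjusted p = 1.12e-13, 2.55-fold lower). *HSP31*, outside the list, was at 7.34 ± 0.861 and 2.33 ± 0.588 CPM (-1.63, standard error 0.214, adjusted p = 2.72e-07, 3.09-fold lower). *GSH1* was 3.63-fold lower.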

Notable, *gsh1*∆ mutants in the M22, YPS163, YPS606, had little difference in intrinsic H_2_O_2_, suggesting that a combination of Yap1p-regulated thioredoxin- and glutathione-dependent peroxidases are responsible for intrinsic H_2_O_2_ tolerance in this particular yeast strain.

Our results also demonstrate that different yeast strains use different cellular strategies to yield superficially similar stress resistance phenotypes. For example, we showed that the paralogous general transcription factors Msn2/4p are essential in the YPS606 background for ethanol-induced cross protection against H_2_O_2_, but not salt-induced cross protection. This was somewhat surprising to us because Msn2/4p are necessary for salt-induced cross protection in the S288c background [41, 45], and highlights the importance of comparing different genetic backgrounds to obtain an integrated view of stress signaling within even a single species. While *MSN2* has been implicated in acquired ethanol (same stress) resistance [48], this is the first time it has been shown to play a role in ethanol-induced cross protection. We also found a strong defect in ethanol-induced cross protection in the YPS606 *skn7*∆ background, which has never been observed before, further highlighting the benefits of taking advantage of natural variation to identify novel biology even in well-studied model organisms [71]. Our results also provide hints about the complexity of regulation of stress responses beyond transcriptional responses. For example, YJM1129 is unable to acquire H_2_O_2_ resistance when ethanol is the primary stress, yet it had had only 1.5-fold lower relative *CTT1* mRNA abundance during ethanol stress compared to the mean of all strains. Because YJM1129 is able to acquire H_2_O_2_ resistance when salt is the primary stress, and that phenotype requires *CTT1*, it’s unlikely that allelic variation resulting in defective Ctt1p protein is responsible. One possibility is that Ctt1p protein levels are translationally regulated during stress, with low levels of translation happening during ethanol stress in the YJM1129 background. There is precedent for potential translational regulation of Ctt1p abundance during stress, as Berry and colleagues [41] found that while *CTT1* mRNA levels increase during DTT, heat shock, and NaCl stresses, only NaCl stress resulted in Ctt1p protein being detectable by western blot.

Our results implicated glutathione-dependent peroxidases as responsible for *CTT1*-independent acquisition in three tested strains that possess *CTT1*-independent acquisition. Catalases are among the most efficient and fastest-acting known enzymes [72], so it is not surprising that yeast cytosolic catalase T (Ctt1p) plays a major role in acquired H_2_O_2_ resistance. What was somewhat surprising is that some yeast strains solely rely on Ctt1p, while others supplement Ctt1p with glutathione-dependent peroxidases. One possibility is that these different strategies can benefit strains in different ecological niches. For example, since catalases use heme as a cofactor, wild strains in more-iron limited environments may supplement catalase with glutathione-dependent peroxidases, and possessing otherwise redundant catalase-independent acquired H_2_O_2_ resistance would provide a fitness advantage. On the other hand, glutathione is biosynthesized from sulfur-containing cysteine, so glutathione-dependent peroxidases may be less favored in sulfur limited conditions. Intriguingly, *CTT1* was dispensable for both ethanol and salt-induced H_2_O_2_ resistance in the vineyard strain M22, which also is known to possess resistance to copper sulfate [73], an antimicrobial agent often used in vineyards [74]. Because sulfate supplementation increases glutathione pools in yeast [75], vineyard environments in particular may favor partial glutathione-dependent strategies for H_2_O_2_ resistance. On the other hand, we cannot rule out that the possibility that *CTT1*-independent acquisition represents neutral, non-adaptive variation. Future studies with larger sample sizes are needed to identify causative loci responsible for variation in *CTT1* dispensability, and then determine whether the responsible polymorphisms are more likely to have arisen via adaptative or neutral processes.

## Conclusions

In summary, we found surprising heterogeneity across diverse yeast strains in *CTT1* dispensability for acquired H_2_O_2_ resistance following mild ethanol and/or salt pretreatment. Transcriptional profiling of ethanol and salt stress responses in strains with different levels of *CTT1* dispensability implicated potential regulators of acquired stress resistance, as well as glutathione-dependent peroxidases responsible for *CTT1*-independent acquisition. Ultimately, this study highlights how superficially similar traits can have different underlying molecular foundations and provides a framework for understanding diversity and regulation of stress defense mechanisms.

## Methods

### Strains and growth conditions

Strains and primers used in this study are listed in Additional file 1: Table S1 and Additional file 5: Table S4, respectively. Fully prototrophic diploids in the S288c (DBY8268) background were generated by repairing the *ura3* auxotrophic marker in both MATa (JL505) and MATα (JL506) haploids (whose construction is described in [49]) via transformation of a PCR product containing the M22 *URA3* allele, followed by mating the two prototrophic haploids to generate diploid strain JL518. Because wild yeast strains can be heterozygous, we generated isogenic homozygous diploid segregants of wild yeast strains prior to genetic manipulation. Sporulation was induced by growing cells for 48 h in YPD (1% yeast extract, 2% peptone, 2% dextrose), harvesting by centrifugation (1,500 × *g* for 3 min), resuspending in 1% potassium acetate, and incubating for 2–10 days at 25 °C with orbital shaking (270 rpm). Tetrads were then dissected and streaked to obtain colonies consisting of ‘selfed’ homozygous diploids (which occurs because the wild strains are homothallic and thus capable of mating type switching), and diploidy was confirmed using mating-type tester strains [76]. Deletions were introduced into the different wild strains via homologous recombination following transformation of the relevant deletion::KanMX cassette amplified from the Yeast Knockout Collection [77], with the exception of *ctt1*∆::KanMX, which was amplified from YPS163-derived JL143 [50]. To generate double or triple mutants, a KanMX marker from one mutant was first exchanged with NatMX or HygMX via homologous recombination [78], followed by transformation with the appropriate second deletion::KanMX PCR product. All deletions were verified by diagnostic PCR that included primer pairs that annealed to the MX cassette and a sequence upstream of the deletion (verifying the ‘scar’), and primer pairs that annealed within the deleted region (verifying absence of the gene). All yeast strains were grown at 30 °C with orbital shaking (270 rpm). When used for selection, antibiotic concentrations were 100 µg/ml for nourseothricin (Nat), 200 µg/ml for G418 (Kan), and 300 µg/ml for hygromycin B (Hyg).

## Cross protection assays

Cross protection assays were performed as described [50]. Briefly, cells were streaked to generate isolated colonies, and 5 unique colonies per replicate experiment were inoculated and grown to saturation in YPD (OD_600_ ~ 20 on a Unico spectrophotometer). Cultures were then sub-cultured for at least 8 generations (> 12 h) to mid-exponential phase (OD_600_ 0.3 – 0.6). The cultures were then split, with one sample receiving a mock treatment (diluted 1:1 into fresh media) and the other sample receiving a mild ‘primary’ dose of stress (diluted 1:1 into fresh media containing either 10% v/v EtOH (5% final concentration) or 0.8 M NaCl (0.4 M final concentration)), with ‘mild’ stress being defined as a dose that can increase survival to severe stress while not affecting viability itself (> 95% survival). The mild doses of 5% EtOH and 0.4 M NaCl were initially empirically determined for a subset of strains used in this study [50], and were verified during initial experiments to not cause loss of viability across the entire panel strains (see Additional file 2: Fig. S1, comparing the leftmost control spots for mock and pretreated samples).

Following a 1-h incubation at 30 °C with orbital shaking (270 rpm), mock and pretreated cells were collected by mild centrifugation at 1,500 × *g* for 3 min, resuspended in fresh media to an OD_600_ of 0.6, and then diluted threefold (150 µl total volume) into a microtiter plate containing a panel of 11 severe ‘secondary’ H_2_O_2_ doses ranging from 0.75 – 5 mM (0.75 mM, 1 mM, 1.25 mM, 1.5 mM, 1.75 mM, 2 mM, 2.5 mM, 3 mM, 3.5 mM, 4 mM, 5 mM). Microtiter plates were sealed with breathable Rayon films (VWR), and cells were incubated with secondary stress for 2 h at 30 °C with 800 rpm shaking in a VWR Symphony incubating microplate shaker. Cells were diluted 50-fold in YPD a microtiter plate, and then 4 µl of each well was spotted onto YPD agar plates and grown for 48 h at 30 °C. Viability at each dose was scored using a 4-point semi-quantitative scale comparing viability to a no secondary stress (YPD only) control: 100% viability = 3 pts, 50–90% viability = 2 pts, 10–50% viability = 1 pt, and < 10% (3 or fewer colonies) = 0 pts. An overall acquired resistance H_2_O_2_ score was calculated as the sum of the raw spot scores for each of the 11 doses of secondary stress. Raw tabular data used to generate figures can be found in Additional file 6: Table S5 and Additional file 7: Table S6. A detailed acquired stress resistance protocol can be found on protocols.io under doi dx.doi.org/ 10.17504/protocols.io.g7sbzne.

Experiments where statistical analysis was performed were done in at least triplicate. For experiments shown in Figs. 1 and 8, replicates for each batch of strains were performed on separate days. For the transcription factor mutant experiments shown in Fig. 5 and Additional file 2: Fig. S2, there were too many samples to run as a single batch. Instead, each transcription factor mutant being tested was run alongside a wild-type and *ctt1*∆ mutant control, resulting in triplicate values for each set of transcription factor mutants and 24 replicates for the wild-type and *ctt1*∆ control strains. While bar graphs depict the mean and standard deviations for overall resistance scores, relevant statistical comparisons were performed on the raw spot score data. Because the spot score data is ordinal with spacing that cannot be assumed to be equidistant, we used the proportional-odds cumulative logit model assess statistical significance of differences in stress resistance for comparisons of interest depicted in Figs. 1, 5 and 8, with Benjamini–Hochberg corrected *P*-values [79] being reported. The proportional-odds cumulative logit model is a type of ordinal regression that is used to model the relationship between an ordinal response variable (i.e., resistance as measured by the raw spot scores) and one or more predictor variables (i.e., genotype and/or pretreatment) [80], and has been used in ecological and biomedical contexts to analyze ordinal data [81, 82]. A detailed summary of the approach and outputs is described in Additional File 8 [79–84], and an R Markdown file with the code used for analyses is provided in Additional File 9.

For classifying strains according to *CTT1* dispensability, percent residual H_2_O_2_ acquisition was calculated using the summed tolerance scores as:

$$\frac{{\text{ctt1}}\Delta\text{ mild stress pretreatment score - }{\text{ctt1}}\Delta\text{ mock pretreatment score}}{\text{WT mild stress pretreatment score - WT mock pretreatment score}}$$

Strains with at least 10% residual acquisition were categorized as *CTT1* being dispensable for a given mild stress pretreatment. Hierarchical clustering of tolerance scores was performed using Cluster 3.0 (http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm), using Euclidean distance as the similarity metric and centroid linkage with a weighted cutoff of 0.4 and an exponent value of 1 [85], and visualized using Java TreeView (https://sourceforge.net/projects/jtreeview/files/) [86].

### RNA sequencing and analysis

Two separate RNA-seq experiments were performed: i) comparison of phenotypically diverse strains (M1, M22, S288c, Y10, YJM1129, YJM308, YPS163, YPS606) responding to ethanol or NaCl stress relative to an unstressed control (performed in biological triplicate, except for the Y10 ethanol-stressed samples, where one sample was found post-analysis to be a mix-up) and ii) comparison of YPS606 vs. YPS606 transcription factor mutants (*msn2*∆ *msn4*∆, *skn7*∆, *yap1*∆) responding to ethanol or NaCl stress relative to an unstressed control (performed in biological quadruplicate). For both sets of experiments, cells were grown at least 8 generations in 80 ml YPD to mid-exponential phase (OD_600_ 0.3 – 0.6). Fifteen-ml of an unstressed control sample was taken, and then the culture was split, with 20 ml of culture being added to 20-ml media containing either 10% v/v ethanol (5% final concentration) or 0.8 M NaCl (0.4 M NaCl final concentration). Following incubation in stress media for either 30 min (ethanol) or 45 min (NaCl), 15 ml of cells were collected by centrifugation at 1,500 × *g* for 1 min, flash frozen in liquid nitrogen, and stored at -80 °C until processed.

RNA was extracted using the ‘hot phenol’ method [87], and a detailed protocol is available at protocols.io under DOI dx.doi.org/10.17504/protocols.io.inwcdfe. Phenol-extracted total RNA was treated with DNase I (Ambion), and then purified with a Quick-RNA MiniPrep Plus Kit (Zymo Research) including the optional on-column DNase digestion. RNA integrity for each sample was assessed using an Agilent 2200 TapeStation, and all samples had a RIN value above 9.0.

RNA-seq libraries were prepared using the KAPA mRNA HyperPrep Kit (Roche) and KAPA Single-Indexed Adapter Set A + B, according to manufacturer specifications with minor modifications. Briefly, 500 ng of total RNA was used as starting material for each sample, polyA-enrichment was performed, mRNA was fragmented to an average size of 200–300 nucleotides, and the cDNA libraries were amplified for 9 PCR cycles. A detailed a protocol is available on protocols.io under DOI dx.doi.org/10.17504/protocols.io.uueewte. cDNA libraries were pooled (24-plex) and sequenced on a HiSeq4000 at the University of Chicago Genomics Facility, generating 50-bp single-end reads. To minimize batch effects, a random block design was used for library construction for each biological replicate, and each biological replicate was sequenced together on a single lane.

Reads were trimmed of low-quality reads and adapter sequences using Trimmomatic (version 0.38) [88], with the following commands: ILLUMINACLIP:Kapa_indices.fa:2:30:10 LEADING:3 TRAILING:3 MAXINFO:40:0.4 MINLEN:40. To generate new reference genomes for each wild strain, RNA-seq reads for each individual strain were first mapped to the S288c genome (version Scer3) using Bowtie 2 (version 2.3.4.1) [89], variants were called using bcftools (version 1.9) [90], and then variant calls were used to generate new reference genomes using GATK3 (Version 3.8–1-0) [91]. Trimmed reads were then mapped to their new corresponding reference genomes using STAR (version 2.6.1) [92]. Expected counts for each transcript were generated using RSEM (version 1.3.1) [93], and are reported in Additional file 10: Table S7. Differential expression analysis was performed using edgeR (version 3.26.4), using TMM normalization on all genes with at least one count per million (CPM) in at least one strain-condition, and the quasi-likelihood (QL) model [94], using sample type (e.g., S288c unstressed, S288c ethanol stressed, S288c NaCl stressed…) and biological replicate as factors.

To identify strain-specific differences in stress responses, the response of each strain was compared to the mean response of all strains. To identify sub-classes of strain-specific responses, we generated a ‘consensus’ response to each stress by using only treatment (unstressed, ethanol stressed, or NaCl stressed) and biological replicate as factors. Genes with significant differential expression (FDR < 0.01) of at least ± 1.5-fold were considered to be induced or repressed by each stress. Then for each strain comparison, genes with significant differential expression (FDR < 0.01) of at least ± 1.5-fold compared to the mean of all strains were classified based on the direction of the difference (e.g., genes with > 1.5-fold higher expression compared to the mean of all strains for ‘consensus’ induced genes were classified as having “amplified induction,” while a sign shift from ‘consensus’ induction to > 1.5-fold repression resulted in genes being classified as “novel repression”). All raw RNA-seq data are available through the National Institutes of Health Gene Expression Omnibus (GEO) database under accession no. GSE248219 (Data Citation 1), and the edgeR outputs can be found in Additional file 4: Table S3.

Hierarchical clustering of gene expression log_2_ fold changes was performed with Cluster 3.0, using Euclidean distance as the similarity metric, centroid linkage with a weighted cutoff of 0.4 and an exponent value of 1, and visualized in Java TreeView. Functional enrichments of gene ontology (GO) categories were performed using Princeton’s GO-TermFinder (https://go.princeton.edu/cgibin/GOTermFinder) [95], with Bonferroni-corrected* P*-values < 0.01 taken as significant. Significantly enriched regulatory associations (FDR-corrected *P* < 0.01) were identified using the YEAst Search for Transcriptional Regulators And Consensus Tracking (YEASTRACT) database [96], using documented DNA binding or expression evidence (with the transcription factor acting as an activator or unknown), filtered on conditions defined as stress. GO and regulatory enrichments can be found in Additional file 3: Table S2.

### Supplementary Information

Additional file 1: Table S1. Excel table of strains used in this study.

Additional file 2: Supplementary Figures. PDF containing Fig. S1. Representative acquired H_2_O_2_ resistance assays a panel of diverse yeast strains. Fig. S2. Acquired H_2_O_2_ resistance assays for a panel YPS606 transcription factor deletion mutants. Fig. S3. Representative acquired H_2_O_2_ resistance assays for all transcription factor mutants. Fig. S4. Representative acquired H_2_O_2_ resistance assays for YPS606 *gsh1*∆ mutants.

Additional file 3: Table S2: Excel table of GO and TF binding-site enrichments for clusters in Fig. 3.

Additional file 4: Table S3: Excel table of edgeR output.

Additional file 5: Table S4: Excel table of primers used in this study.

Additional file 6: Table S5: Excel table of raw data used to generate figures.

Additional file 7: Table S6: Excel table of ordinal data used for statistical analyses.

Additional file 8: PDF containing additional details on ordinal analysis of stress viability assays.

Additional file 9: R Markdown file for ordinal analysis of stress viability assays.

Additional file 10: Table S7: Text file of RSEM output.

Additional file 11: Table S8: Excel table of categories of differential ethanol-responsive expression in Fig. 4.

Additional file 12: Table S9: Excel table of categories of differential salt-responsive expression in Fig. 4.

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files and publicly available repositories. Raw RNA-seq read data are available through the National Institutes of Health Gene Expression Omnibus (GEO) database under accession no. GSE248219 (Data Citation 1). Raw tabular data used to generate figures can be found in Additional file 6: Table S5 and Additional file 7: Table S6.

## Abbreviations

cpm: Counts per million
edgeR: Empirical Analysis of Digital Gene Expression in R
FDR: False discovery rate
GEO: Gene Expression Omnibus
GO: Gene Ontology
GxE Interaction: Gene-Environment Interaction
Hyg: Hygromycin B
Kan: G418
H_2_O_2_: Hydrogen peroxide
NaCl: Sodium chloride
Nat: Nourseothricin
OD_600_: Optical density at 600 nm
QL: Quasi-likelihood
RIN: RNA integrity number
RSEM: RNA-Seq by Expectation–Maximization
STAR: Spliced Transcripts Alignment to a Reference
TMM: Trimmed mean of M-values
YEASTRACT: YEAst Search for Transcriptional Regulators And Consensus Tracking
YPD: Yeast-extract peptone dextrose

# Supplementary material for: Natural variation in yeast reveals multiple paths for acquiring higher stress resistance
**Source:** BMC Biol. 2024 Jul 4;22:149. doi: 10.1186/s12915-024-01945-7
**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Figures. PDF containing Fig. S1. Representative acquired H2O2 resistance assays a panel of diverse yeast strains. Fig. S2. Acquired H2O2 resistance assays for a panel YPS606 transcription factor deletion mutants. Fig. S3. Representative acquired H2O2 resistance assays for all transcription factor mutants. Fig. S4. Representative acquired H2O2 resistance assays for YPS606 gsh1∆ mutants.

## Supplementary Figures

### Natural variation in yeast reveals multiple paths for acquiring higher stress resistance

Amanda N. Scholes<sup>1,2</sup>, Tara N. Stuecker<sup>1</sup>, Stephanie E. Hood<sup>1</sup>, Cader J. Locke<sup>1</sup>, Carson L. Stacy<sup>1,2,3</sup>, Qingyang Zhang<sup>3</sup>, and Jeffrey A. Lewis<sup>1\*</sup>

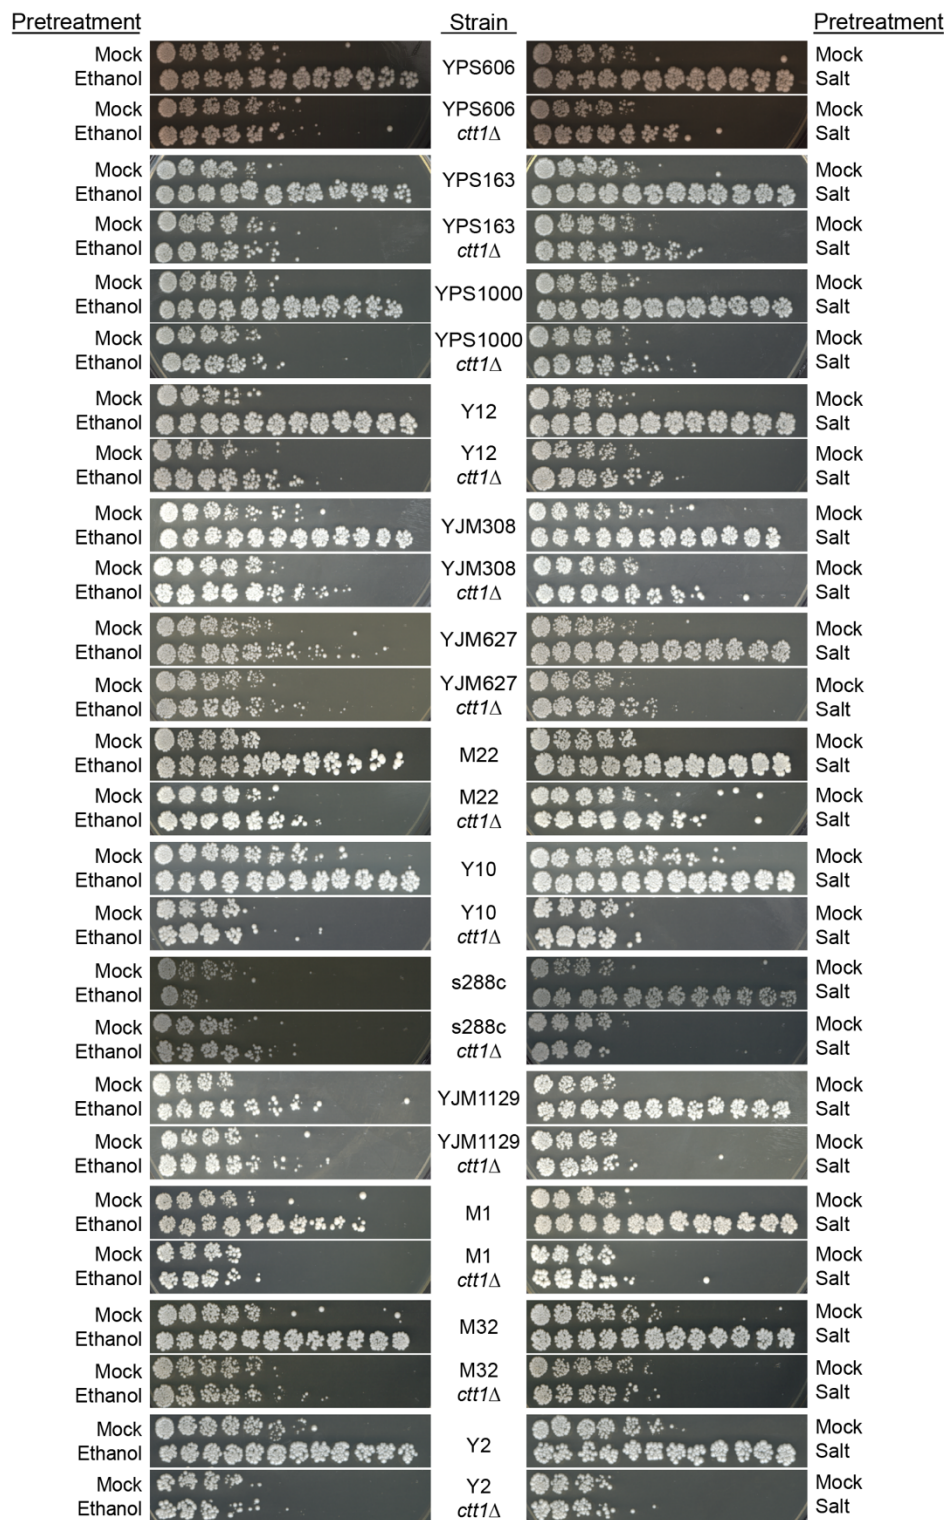

**Additional file 2: Fig. S1. Representative acquired H<sub>2</sub>O<sub>2</sub> resistance assays a panel of diverse yeast strains.** Representative acquired H<sub>2</sub>O<sub>2</sub> resistance assays are shown for all strains depicted in Fig. 2.

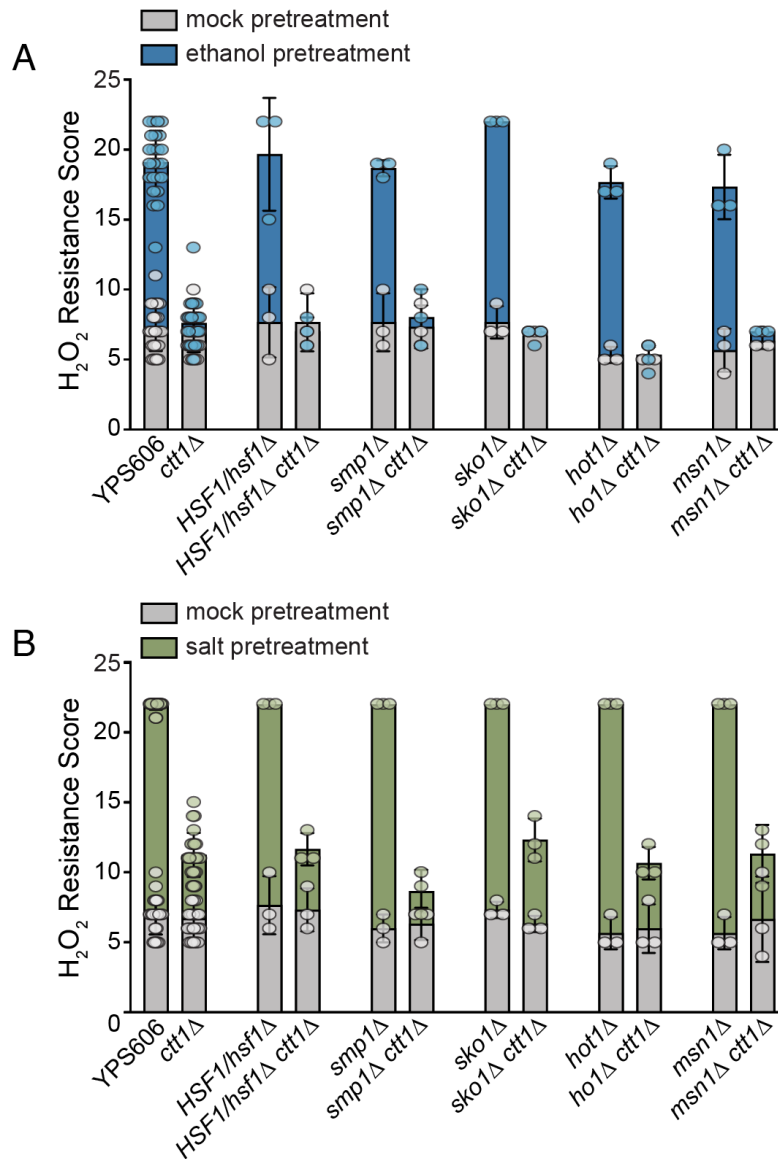

**Additional file 2: Fig. S2. Acquired H<sub>2</sub>O<sub>2</sub> resistance assays for a panel YPS606 transcription factor deletion mutants.** Acquired H<sub>2</sub>O<sub>2</sub> resistance assays were performed in homozygous YPS606 *sko1Δ*, *hot1Δ*, and *msn1Δ* mutants plus a heterozygous *HSF1/hsf1Δ* mutant (because *HSF1* is essential). Mutants were assayed in biological triplicate, while wild-type YPS606 and the *ctt1Δ* single mutant were included as controls for each set of experiments and thus had 24 replicates each. Error bars depict the standard deviation (note that the replicates for some strain comparisons had the exact same tolerance score and thus zero standard deviation).

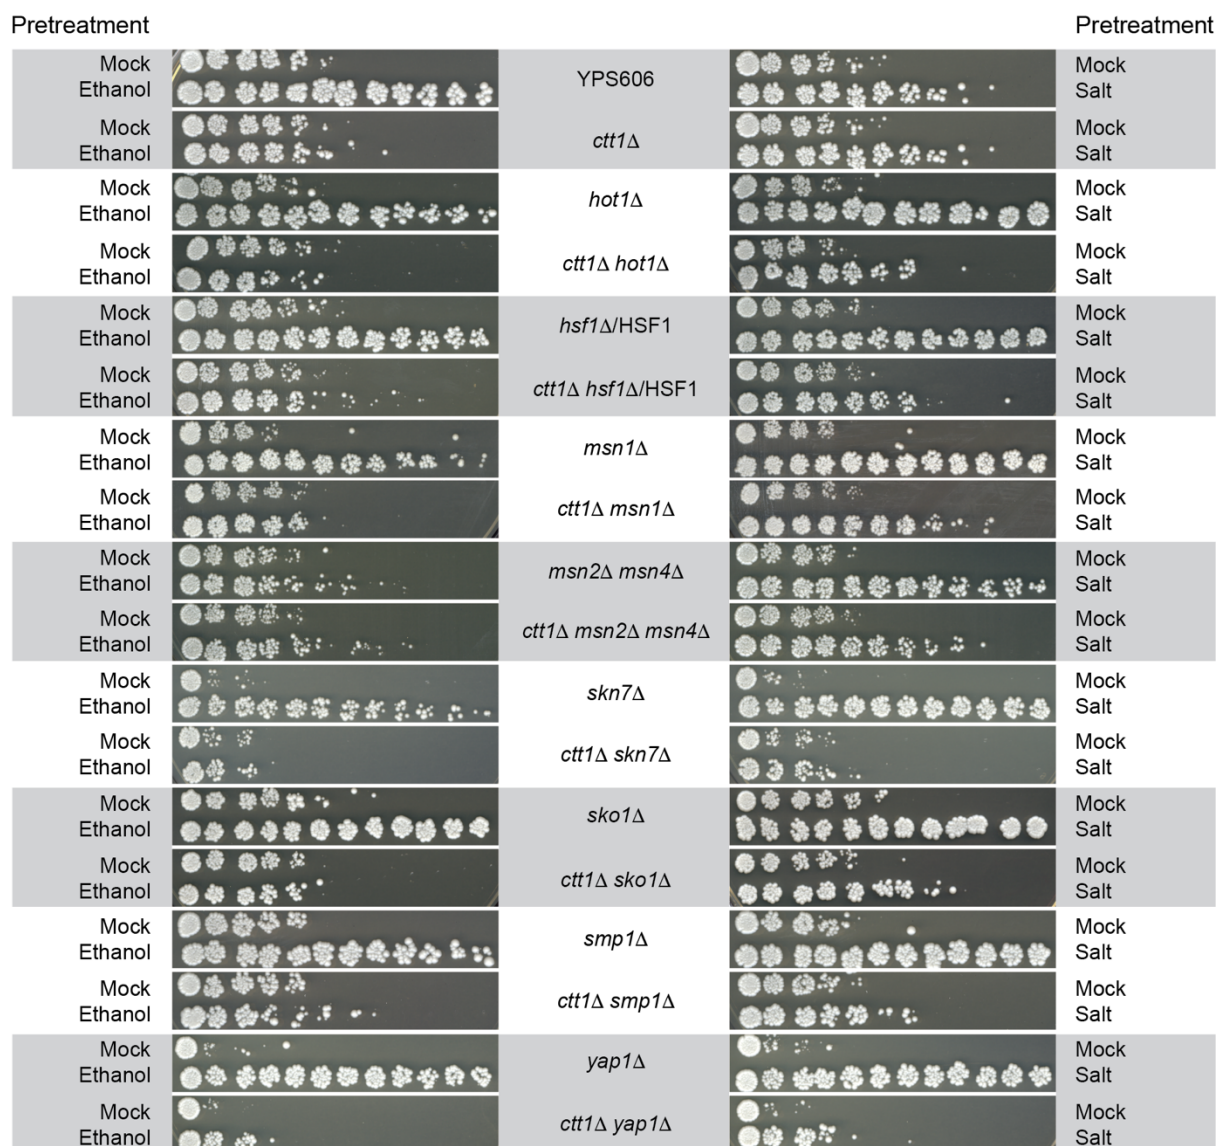

**Additional file 2: Fig. S3. Representative acquired H<sub>2</sub>O<sub>2</sub> resistance assays for all transcription factor mutants.** Representative acquired H<sub>2</sub>O<sub>2</sub> resistance assays are shown for all strains depicted in Fig. 6 and Fig. S2.

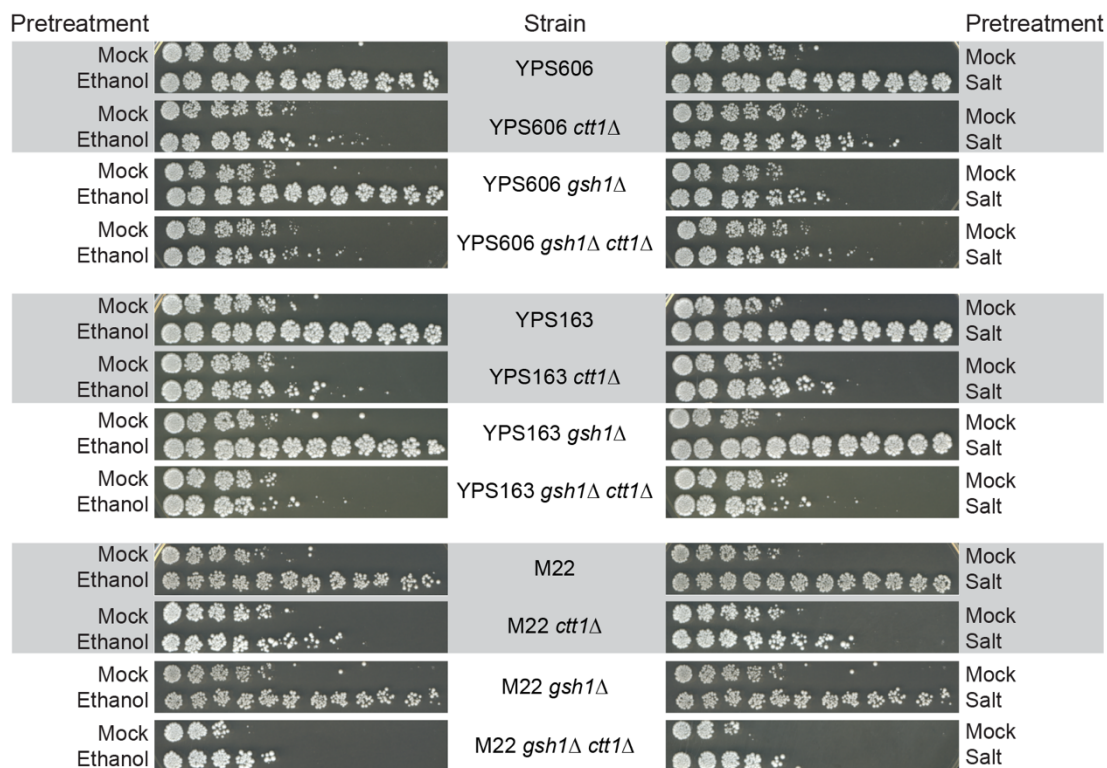

**Additional file 2: Fig. S4. Representative acquired H<sub>2</sub>O<sub>2</sub> resistance assays for YPS606 *gsh1*Δ mutants.** Representative acquired H<sub>2</sub>O<sub>2</sub> resistance assays are shown for all strains depicted in Fig. 8.

# Supplementary material for: Natural variation in yeast reveals multiple paths for acquiring higher stress resistance
**Source:** BMC Biol. 2024 Jul 4;22:149. doi: 10.1186/s12915-024-01945-7
**Supplement:** Supplementary file 8 — Additional file 8: PDF containing additional details on ordinal analysis of stress viability assays.

## Ordinal Analysis of Semi-Quantitative Stress Viability Data

The raw spot scores for viability in stress resistance assays are on a semi-quantitative ordinal scale, and are then summed to generate an overall resistance score. There is debate about whether summed ordinal data can be appropriately analyzed via ‘classic’ parametric statistical tests such as t-tests [1]. Non-parametric tests such as the Wilcoxon rank-sum test would be appropriate, but are underpowered for biological triplicates. However, an ordinal regression model is appropriate for analyzing raw ordinal data that has a natural ordering ( $0 < 1 < 2 < 3$ ) and spacing that cannot be assumed to be equidistant [2, 3]. The proportional-odds cumulative logit model is a type of ordinal regression model that is used to model the relationship between an ordinal response variable (e.g., level of stress resistance) and one or more predictor variables (e.g., pretreatment and/or strain genotype) [4], which can be used to assess statistical significance for comparisons of interest.

The models used below assume that the log-odds of the response variable being less than or equal to a given category is a function of the predictor variable genotype and/or pretreatment. This model is a generalization of the binary logistic regression model to the case of more than two levels of the response. This generalized linear model (GLM) approach allows us to model the relationship between the genotype and/or pretreatment on the raw ordinal semi-quantitative scores. Additionally, this model avoids the issues that arise treating ordinal values as specific values. As with linear regression, the proportional-odds cumulative logit model estimates the effect of changes in the predictor variables on the response variable, through the link function. Let  $Y$  be the score with categories  $j = 0, 1, 2$ , resulting in  $J = 3$ , where  $J$  is the number of categories with non-zero probabilities. The model structure for comparing genotypes is given by:

$$\begin{aligned} \log \frac{P(Y \leq j)}{P(Y > j)} &= \alpha_j + \beta_{gene\Delta} X_{gene\Delta} + \beta_{[H_2O_2]} X_{[H_2O_2]} \\ \log \frac{P(Y \leq j)}{P(Y > j)} &= \alpha_j + \beta_{prestress} X_{prestress} + \beta_{[H_2O_2]} X_{[H_2O_2]} \end{aligned}$$

where the model is a system of  $J - 1$  equations, one for each cumulative logit (e.g.,  $P(y_i \leq 0)$ ,  $P(y_i \leq 1)$  for  $j \in \{0, 1\}$ ). To interpret, note that  $\alpha_0$  is the estimated log-odds of a score of 0 when all predictors are their baseline, that is:  $X_{gene\Delta} = X_{[H_2O_2]} = 0$ . Similarly,  $\alpha_1$  is the estimated log odds of a score of 1 or 0 when all predictors are at their baseline. The parameter estimates of greater interest is  $\hat{\beta}_{gene\Delta}$ , the estimated effect on the cumulative log odds ratio of a given gene deletion compared to its baseline genotype. When comparing WT vs *ctt1Δ* as in Figure 1, the baseline category is WT. In comparisons of *ctt1Δ* vs *ctt1Δgsh1Δ*, then *ctt1Δ* is coded as the baseline genotype.  $\hat{\beta}_{prestress}$  is the estimated main effect of mild stress pretreatment relative to mock pretreatment. This model is used when comparing the effect of mild stress pretreatment on isogenic samples.  $\hat{\beta}_{[H_2O_2]}$  is the estimated effect of an increase in 1 mM concentration of peroxide stress on cumulative log-odds ratio of the survival score. The link function for this model is the cumulative logit function, which is the natural logarithm of the odds of the response variable being less than or equal to a given category.

A powerful motivation for this model is its connection to the idea of a continuous latent response. Suppose an undetected but existing continuous variable  $Z$  (e.g. “stress sensitivity”) exists, and  $Z$  is described by the measured ordinal score  $Y$ , then the proportional odds cumulative logit model is similar to that of a linear regression on  $Z$  with a logistic error function.

The relevant model above was fit for each comparison shown below. The proportional odds assumption was satisfied in many models, assessed by deviance difference test ( $p > 0.05$ ). For those for which it was not, a non-proportional odds model was fit and results matched between the proportional odds model were found to be significant in at least one level for the non-proportional odds model. The proportional odds model was used to estimate effects for these data. As suggested by Agresti [5], if it is plausible to fit an ordinary linear regression model fitting the latent variable measured by the ordinal score response, then the assumption of proportional odds is sensible. Furthermore, the effects of interest are on the aggregate effect across all score levels of the response, which is provided by the proportional odds model. In addition, we also fit adjacent category non-proportional odds models to data that may violate the assumption. The outputs of these models are available in this supplement. While these models by design provide estimates for each transition between ordinal levels, results were highly comparable. For clarity and consistency, the results from proportional odds model fits from VGAM::vglm are used in the figures of the manuscript.

## Estimated Coefficients of Interest

Fig 1: Noted Comparisons

| Strain | Treatment  | Comparison | Estimate | std.error | statistic | P-Value  | FDR <sup>1</sup> |
|--------|------------|------------|----------|-----------|-----------|----------|------------------|
| S288c  | EtOH       | WTvsCtt1   | -6.68    | 1.99      | -3.35     | 8.15e-04 | 0.006            |
| YPS163 | NaClvsMock | Ctt1       | -4.30    | 1.28      | -3.36     | 7.74e-04 | 0.006            |

<sup>1</sup> Benjamini-Hochberg calculated false discovery rate (FDR) [6]

Fig 5: Noted Comparisons

| Strain | Treatment | Comparison     | Estimate | std.error | statistic | P-Value  | FDR      |
|--------|-----------|----------------|----------|-----------|-----------|----------|----------|
| YPS606 | EtOH      | WTvsMsn24      | 3.27     | 0.434     | 7.54      | 4.59e-14 | 6.42e-13 |
| YPS606 | EtOH      | WTvsSkn7       | 2.11     | 0.405     | 5.22      | 1.76e-07 | 4.94e-07 |
| YPS606 | EtOH      | Ctt1vsCtt1Yap1 | 5.22     | 0.931     | 5.61      | 2.04e-08 | 7.14e-08 |
| YPS606 | EtOH      | Ctt1vsCtt1Skn7 | 3.47     | 0.803     | 4.32      | 1.56e-05 | 3.64e-05 |
| YPS606 | NaCl      | Ctt1vsCtt1Yap1 | 6.46     | 0.928     | 6.96      | 3.39e-12 | 2.37e-11 |
| YPS606 | NaCl      | Ctt1vsCtt1Skn7 | 4.88     | 0.803     | 6.08      | 1.19e-09 | 5.57e-09 |

Fig 8: Noted Comparisons

| Strain | Treatment | Comparison     | Estimate | std.error | statistic | P-Value | FDR   |
|--------|-----------|----------------|----------|-----------|-----------|---------|-------|
| YPS606 | EtOH      | Ctt1vsCtt1Gsh1 | 1.74     | 1.04      | 1.67      | 0.094   | 0.220 |
| YPS163 | EtOH      | Ctt1vsCtt1Gsh1 | 3.40     | 1.14      | 2.97      | 0.003   | 0.015 |
| M22    | EtOH      | Ctt1vsCtt1Gsh1 | 2.10     | 0.815     | 2.57      | 0.010   | 0.028 |
| YPS606 | NaCl      | Ctt1vsCtt1Gsh1 | 5.49     | 2.08      | 2.64      | 0.008   | 0.028 |
| YPS163 | NaCl      | Ctt1vsCtt1Gsh1 | 5.15     | 1.75      | 2.95      | 0.003   | 0.015 |
| M22    | NaCl      | Ctt1vsCtt1Gsh1 | 3.17     | 1.00      | 3.15      | 0.002   | 0.015 |

## Testing Proportional Odds Assumption

The null hypothesis for this deviance difference test suggest that the proportional odds assumption is consistent with the data. The assumption is supported in some comparisons and inconsistent with the data in others. However, the underlying logic of a continuous latent variable being approximated by the semi-quantitative scores is reasonable and more easily interpreted. As such, values reported here are for models with proportional odds.

| Tests of Proportional Odds Assumption |        |              |                                 |                      |
|---------------------------------------|--------|--------------|---------------------------------|----------------------|
| Figure                                | Strain | Pretreatment | Genotype                        | P-Value              |
| 1                                     | S288c  | EtOH         | WT vs <i>ctt1</i>               | 0.895                |
| 1                                     | YPS163 | NaCl vs Mock | <i>ctt1</i>                     | 0.039                |
| 5                                     | YPS606 | EtOH         | <i>msn2msn4</i> vs WT           | 0.099                |
| 5                                     | YPS606 | EtOH         | <i>skn7</i> vs WT               | 0.164                |
| 5                                     | YPS606 | EtOH         | <i>ctt1 skn7</i> vs <i>ctt1</i> | 0.338                |
| 5                                     | YPS606 | EtOH         | <i>ctt1 yap1</i> vs <i>ctt1</i> | 0.141                |
| 5                                     | YPS606 | NaCl         | <i>ctt1 skn7</i> vs <i>ctt1</i> | 0.007                |
| 5                                     | YPS606 | NaCl         | <i>ctt1 yap1</i> vs <i>ctt1</i> | 0.001                |
| 8                                     | YPS163 | NaCl         | <i>ctt1 gsh1</i> vs <i>ctt1</i> | $4.9 \times 10^{-5}$ |
| 8                                     | YPS606 | NaCl         | <i>ctt1 gsh1</i> vs <i>ctt1</i> | 0.650                |
| 8                                     | M22    | NaCl         | <i>ctt1 gsh1</i> vs <i>ctt1</i> | $9.5 \times 10^{-8}$ |
| 8                                     | YPS163 | EtOH         | <i>ctt1 gsh1</i> vs <i>ctt1</i> | 0.028                |
| 8                                     | YPS606 | EtOH         | <i>ctt1 gsh1</i> vs <i>ctt1</i> | 0.970                |
| 8                                     | M22    | EtOH         | <i>ctt1 gsh1</i> vs <i>ctt1</i> | $2.6 \times 10^{-7}$ |

## Ensuring significance without proportional odds assumption

For models for which there was evidence of non-proportional odds, a cumulative logit model without a proportional odds assumption was fit and estimates for the contrast of interest were extracted. In general, the system of equations for the non-proportional odds is:

$$\begin{aligned} \log \frac{P(Y \leq j)}{P(Y > j)} &= \alpha_j + \beta_{j, gene\Delta} X_{gene\Delta} + \beta_{j, [H_2O_2]} X_{[H_2O_2]} \\ \log \frac{P(Y \leq j)}{P(Y > j)} &= \alpha_j + \beta_{j, prestress} X_{prestress} + \beta_{j, [H_2O_2]} X_{[H_2O_2]} \end{aligned}$$

Note that the effects of  $X$  values are allowed to differ for different logits in this model. To illustrate, the system of equations for the cumulative logit model comparing Figure 1's S288c during EtOH pretreatment comparing WT vs *ctt1* $\Delta$ , with the proportional odds model:

$$\begin{aligned} \log \frac{P(Y \leq 0)}{P(Y > 0)} &= \alpha_0 + \beta_{gene\Delta} X_{gene\Delta} + \beta_{[H_2O_2]} X_{[H_2O_2]} \\ &= -7.49 - 6.68 X_{ctt1\Delta} + 8.36 X_{[H_2O_2]} \\ \log \frac{P(Y \leq 1)}{P(Y = 2)} &= \alpha_1 + \beta_{gene\Delta} X_{gene\Delta} + \beta_{[H_2O_2]} X_{[H_2O_2]} \\ &= -5.04 - 6.68 X_{ctt1\Delta} + 8.36 X_{[H_2O_2]} \end{aligned}$$

and the non-proportional odds model:

$$\begin{aligned}
 \log \frac{P(Y \leq 0)}{P(Y > 0)} &= \alpha_0 + \beta_{0, gene\Delta} X_{gene\Delta} + \beta_{0, [H_2O_2]} X_{[H_2O_2]} \\
 &= -6.70 - 6.45 X_{ctt1\Delta} + 7.67 X_{[H_2O_2]} \\
 \log \frac{P(Y \leq 1)}{P(Y = 2)} &= \alpha_1 + \beta_{1, gene\Delta} X_{gene\Delta} + \beta_{1, [H_2O_2]} X_{[H_2O_2]} \\
 &= -5.61 - 6.10 X_{ctt1\Delta} + 8.47 X_{[H_2O_2]}
 \end{aligned}$$

Note that the estimated effects for genotype and hydrogen peroxide can vary between each logit in the system of equations, with positive coefficients, as seen here for hydrogen peroxide, corresponding to an increased probability of the sample belonging to a lower score as that covariate increases. The estimates for  $\beta_j$  for all comparisons for which the proportional odds assumption is statistically violated are plotted below. Red corresponds to a 95% confidence interval (CI) that does not contain 0 and blue to non-significance. Note that the only comparison for which no estimate is nonzero is the YPS606 comparison from Figure 8A, which was also non-significant in the proportional-odds model estimate shown above. This line of evidence supports the robustness of our statistical interpretations.

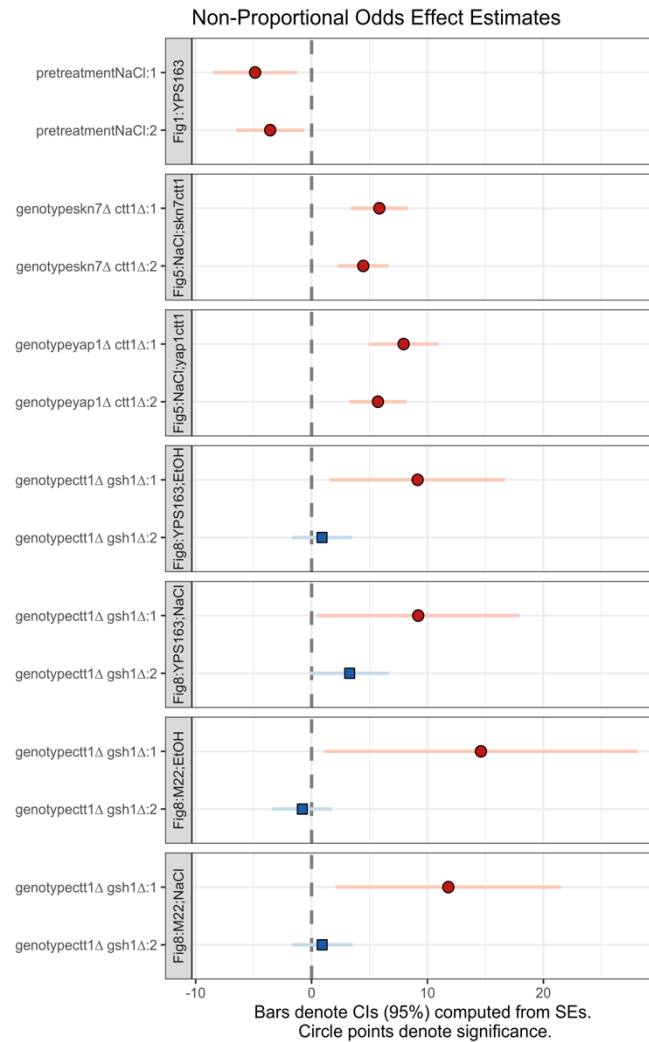

Analyses were conducted using the R Statistical language (version 4.3.1; R Core Team, 2023) on macOS Ventura 13.6.7, using the packages *gt* (version 0.10.1; Iannone R et al., 2024), *texreg* (version 1.39.3; Leifeld P, 2013), *report* (version 0.5.8; Makowski D et al., 2023), *here* (version 1.0.1; Müller K, 2020), *readxl* (version 1.4.3; Wickham H, Bryan J, 2023), *dplyr* (version 1.1.2; Wickham H et al., 2023), *purrr* (version 1.0.1; Wickham H, Henry L, 2023), *tidyr* (version 1.3.0; Wickham H et al., 2023) and *VGAM* (version 1.1.10; Yee TW, 2015).

- Iannone R, Cheng J, Schloerke B, Hughes E, Lauer A, Seo J (2024). *gt: Easily Create Presentation-Ready Display Tables*. R package version 0.10.1, <https://CRAN.R-project.org/package=gt>.
- Leifeld P (2013). "texreg: Conversion of Statistical Model Output in R to LaTeX and HTML Tables." *Journal of Statistical Software*, 55(8), 1-24. <https://doi.org/10.18637/jss.v055.i08>.
- Makowski D, Lüdtke D, Patil I, Thériault R, Ben-Shachar M, Wiernik B (2023). "Automated Results Reporting as a Practical Tool to Improve Reproducibility and Methodological Best Practices Adoption." CRAN. <https://easystats.github.io/report/>.
- Müller K (2020). *here: A Simpler Way to Find Your Files*. R package version 1.0.1, <https://CRAN.R-project.org/package=here>.
- R Core Team (2023). *R: A Language and Environment for Statistical Computing*. R Foundation for Statistical Computing, Vienna, Austria. <https://www.R-project.org/>.
- Wickham H, Bryan J (2023). *readxl: Read Excel Files*. R package version 1.4.3, <https://CRAN.R-project.org/package=readxl>.
- Wickham H, François R, Henry L, Müller K, Vaughan D (2023). *dplyr: A Grammar of Data Manipulation*. R package version 1.1.2, <https://CRAN.R-project.org/package=dplyr>.
- Wickham H, Henry L (2023). *purrr: Functional Programming Tools*. R package version 1.0.1, <https://CRAN.R-project.org/package=purrr>.
- Wickham H, Vaughan D, Girlich M (2023). *tidyr: Tidy Messy Data*. R package version 1.3.0, <https://CRAN.R-project.org/package=tidyr>.
- Yee TW (2015). *Vector Generalized Linear and Additive Models: With an Implementation in R*. Springer, New York, USA. Yee TW, Wild CJ (1996). "Vector Generalized Additive Models." *Journal of Royal Statistical Society, Series B*, 58(3), 481-493. Yee TW (2010). "The VGAM Package for Categorical Data Analysis." *Journal of Statistical Software*, 32(10), 1-34. [doi:10.18637/jss.v032.i10](https://doi.org/10.18637/jss.v032.i10) <https://doi.org/10.18637/jss.v032.i10>. Yee TW, Hadi AF (2014). "Row-column interaction models, with an R implementation." *Computational Statistics*, 29(6), 1427-1445. Yee TW (2024). *VGAM: Vector Generalized Linear and Additive Models*. R package version 1.1-10, <https://CRAN.R-project.org/package=VGAM>. Yee TW (2013). "Two-parameter reduced-rank vector generalized linear models." *Computational Statistics and Data Analysis*, 71, 889-902. Yee TW, Stoklosa J, Huggins RM (2015). "The VGAM Package for Capture-Recapture Data Using the Conditional Likelihood." *Journal of Statistical Software*, 65(5), 1-33. [doi:10.18637/jss.v065.i05](https://doi.org/10.18637/jss.v065.i05) <https://doi.org/10.18637/jss.v065.i05>. Yee TW (2020). "The VGAM package for negative binomial regression." *Australian and New Zealand Journal of Statistics*, 62(1), 116-131.

## References

1. Norman G. (2010). *Likert scales, levels of measurement and the "laws" of statistics*. Advances in Health Sciences Education. 15(5): 625-632. DOI: 10.1007/s10459-010-9222-y.
2. Lee J. (1992). *Cumulative logit modelling for ordinal response variables: applications to biomedical research*. Bioinformatics. 8(6): 555-562. DOI: 10.1093/bioinformatics/8.6.555.
3. Guisan A, Harrell FE. (2000). *Ordinal response regression models in ecology*. Journal of Vegetation Science. 11(5): 617-626. DOI: 10.2307/3236568.
4. McCullagh P. (1980). *Regression Models for Ordinal Data*. Journal of the Royal Statistical Society Series B: Statistical Methodology. 42(2): 109-127. DOI: 10.1111/j.2517-6161.1980.tb01109.x.
5. Agresti A. (2007). *An Introduction to Categorical Data Analysis, Second Edition*. Hoboken, NJ: John Wiley & Sons, Inc. 372 p. DOI: 10.1002/0470114754
6. Benjamini Y, Hochberg Y. (1995). *Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing*. Journal of the Royal Statistical Society Series B: Statistical Methodology. 57(1): 289-300. DOI: 10.1111/j.2517-6161.1995.tb02031.x.

How the deposited data were processed for this re-analysis (not part of the article)

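The deposited values are expected counts per gene, which the authors estimated with RSEM from reads trimmed with Trimmomatic and mapped with STAR to a reference made for each strain from the S288c genome. They are not normalized. One table holds 6685 genes and 119 libraries, 71 from the comparison of strains and 48 from the comparison of YPS606 with its transcription factor mutants, and 0 of its columns went unused. Of the genes, 24 have no count in any library, and 6006 were matched by systematic name to the S288c R64 annotation, which gave symbols and coordinates. The libraries hold 7726938 to 18253411 counts, with a median of 12691127, and 5925 to 6387 genes with at least 1 count. The 10 genes with the most counts make up 11.5% to 34.5% of a library in the strains and 14.6% to 32.1% in the mutants.

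Samples were grouped by strain or genotype and treatment as labelled by the authors, and the columns of S288c carry the name of its derivative DBY8268. The 3 Y10 salt samples have titles that conflict with their other labels, and the conflict was settled by the sample name, the treatment label and the 2 usable Y10 ethanol samples that the paper reports. In the paper's methods, the libraries of each replicate were constructed in a random block and sequenced on 1 lane. Residuals of libraries with the same number from other cultures correlated at 0.062 in the strains and 0.070 in the mutants, those of the same culture at 0.076 and 0.089, and those of other numbers at -0.032 and -0.024, so the number was kept as a block. No pair of libraries held the same counts, with a chi-square per degree of freedom between replicates from 7.45 to 264.9.

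Expected counts were rounded to whole numbers. Each experiment was fitted on its own in R 4.3.3 with edgeR 4.0.16, using TMM normalization and its quasi-likelihood test by the method of edgeR 3, with Benjamini-Hochberg adjustment over the genes of each contrast, which is the adjusted p given throughout unless another test is named. Genes with a mean of at least 1 CPM in at least 1 strain and condition were kept. TMM factors ran from 0.514 to 1.287 in the strains and 0.729 to 1.262 in the mutants, and the common biological coefficient of variation was 0.157 and 0.111. Calls used a false discovery rate of 0.01 and, where a fold limit is named, 1.5-fold. The fits, and the distances taken from them, used a prior count of 0.125. The log2 CPM behind the SDs of the distances and behind the medians over replicate pairs used a prior count of 2. Figures and tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

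The model was tested on simulated data with 200 genes changed 2-fold or 4-fold. It recovered 178 of them among 5789 genes in the strain design, 80% of the 2-fold and 98% of the 4-fold changes, and called 4 genes that had not been changed. In the mutant design it recovered 182 of 200 among 5703 genes, 84% and 98%, and called 1 other gene. The median of the estimate over the true value was 0.993 and 0.984.

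The choices of model, thresholds and gene lists and the alternatives to them were set before the data were examined. The alternatives were a fit without the replicate block, DESeq2's size factors, DESeq2 1.42.0 with a Wald test, 2 other filters and the current method of edgeR. They also included a robust fit, a false discovery rate of 0.05, other fold limits, a prior count of 0.5, each replicate left out and Y10 salt replicate 1 left out. Further ones were other definitions of the mean and the consensus, fits of 1 stress or 1 mutant at a time and other limits on the wild-type response. Other sets of peroxidases, and of genes for distances and correlations, were used as well. No alternative was added afterwards. The genes named are those the paper names beside its expression data and, for each count, up to 3 genes with a symbol that have the largest fold change among those past the threshold, the same direction in every replicate pair and a mean of at least 50 counts in the higher group. One result that this rule selects is not reported here. No fold is given where every library of a group has at most 3 counts.

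The lists of genes by process were written for these comparisons and are not those of a gene ontology tool. In the strains and the mutants they hold 7 genes for trehalose metabolism, 16 for glycogen metabolism, 17 for glycolysis, 44 for the proteasome, 38 for protein folding, 56 and 54 for cell wall organization, 32 for cellular oxidant detoxification, 78 for amino acid biosynthesis, 27 for iron ion transport, 137 for cytosolic ribosomal proteins and 132 for ribosome biogenesis, beside the 16 peroxidases of Fig. 7. Of 286 pairs of class and list, 37 passed an adjusted p of 0.05. The resistance assays, the enzyme activities and the raw reads were not analysed here.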

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

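The tests for a few genes with high counts and for a batch on chromosome XI and the tests of the levels of *AHP1*, *TSA2* and *WTM1* were chosen only after these results were seen; the others were set beforehand.

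In unstressed YJM308, genes on chromosome XI were higher than in the other strains by a mean log2 of 0.8169, which drew attention because no other chromosome of any strain was shifted by 0.4 or more. A few genes with high counts do not account for it, since 76.9% of its genes were over 0.4 higher in all 3 unstressed libraries, against 7.5% of genes on other chromosomes. A library or lane batch does not either, since the largest shift of this chromosome among the 21 unstressed libraries of the other strains was 0.145. The lowest shift of either arm over the 9 YJM308 libraries was 0.742, and windows of 20 genes lay between 0.644 and 0.989, above the 0.585 that 1 extra copy gives in a diploid, which the paper's strains are. Extra copies of the whole chromosome are a candidate explanation, their number is left open, and DNA was not analysed here. The stress responses of these genes were shifted by -0.025 and 0.003 only.

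*SCH9* was 0.525 higher on the log2 scale in unstressed *skn7*∆ (adjusted p = 1.51e-05), and drew attention as the neighbour of the deleted gene. It was higher in the ethanol and salt samples as well, by at least 0.488, and in *msn2*∆ *msn4*∆ and *yap1*∆ it differed by -0.022 and 0.003. An effect of the deletion on its neighbour is therefore a candidate explanation, which would be technical. The neighbour on the other side, *SET5*, differed by 0.406 (adjusted p = 0.0402).

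*AHP1* rose under salt in *skn7*∆ (log2 1.151) and *yap1*∆ (1.65) and fell in the wild type (-0.971), differences in response of 2.122 (adjusted p = 3.64e-13) and 2.621 (adjusted p = 1.56e-15). In the salt samples it was still lower than in the wild type, by -0.906 and -0.567, so the low unstressed level in the mutants may account for the opposite directions. No biological explanation was tested.

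*WTM1* fell under salt in *skn7*∆ (-0.635) and *yap1*∆ (-0.612) and rose in the wild type (0.614), differences of -1.249 (adjusted p = 6.25e-08) and -1.226 (adjusted p = 2.70e-07). In the salt samples the levels differed from the wild type by 0.076 (adjusted p = 0.629) and -0.091 (adjusted p = 0.573), so the higher unstressed level in the mutants may account for it. No biological explanation was tested.

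*TSA2* fell under salt in *msn2*∆ *msn4*∆ (-1.679) and rose in the wild type (1.251), a difference of -2.93 (adjusted p = 1.92e-08). In the salt samples it was lower than in the wild type by -3.06, which excludes a higher unstressed level as the reason. Other technical explanations were not tested, and no biological one was.

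*GSH1* rose under ethanol in YJM308 (0.918) and fell in M22 (-1.2), a difference of 2.118 (adjusted p = 8.46e-13). Its unstressed level differed by -0.584 (adjusted p = 3.49e-04) and that of the ethanol samples by 1.534 (adjusted p = 4.45e-14), so the unstressed level does not account for it. No biological explanation was tested.

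Of 60 groups of libraries, 12 groups for each of 5 measures, 4 held a library apart from the others by Dixon's criterion, where 3 would by chance. *CTT1* in ethanol replicate 4 of *msn2*∆ *msn4*∆ was at 9.897 CPM, against 5.754 to 6.223 in the others. A mix with ethanol-treated wild-type cells does not account for it: *MSN2* had 2 counts there, with an upper limit of 6.3, where the mix would need 15.8. A mix with cells from other treatments was not tested. *PRX1* in salt replicate 2 of *skn7*∆ was at 176.5 CPM, against 108.8 to 118.5. With a median difference of -0.056 over 1537 induced genes, a stronger salt response of that culture and another difference of it cannot be told apart. *GPX2* in unstressed replicate 4 of *msn2*∆ *msn4*∆ was at 103.7 CPM, against 95.8 to 97.09, with a lower counting limit of 98.198. *GPX2* in ethanol replicate 4 of *skn7*∆ was at 2.064 CPM, against 1.569 to 1.641, with a lower limit of 1.392. For both *GPX2* libraries, counting error and a difference of the culture cannot be told apart. No biological explanation was tested for these 4 libraries.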

How the results depend on the processing

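Of 88 results compared over 28 settings, 48 were main results and 26 of these were the same under every alternative. Of the 40 others, 31 were the same and 9 became weaker; 0 reversed. Where a change is given below, the cause was not tested, apart from the distances.

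Without the replicate block, 4137 genes differed from the mean in any strain under ethanol and 3083 under salt, S288c had 604 genes with defective induction, 600 of them shared with the blocked fit, and *msn2*∆ *msn4*∆ had 372, 369 of them shared.

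Distances depend by construction on the number of genes and samples. With DESeq2 the distance of S288c to the other strains, ethanol response, was 108.9652, the distance of YJM1129 to the other strains, ethanol response, was 99.9859, and the distance of M1 to the other strains, salt response, was 92.2864. In that order, with no low-count filter they were 119.9027, 114.0733 and 102.7832, with a mean of at least 10 counts 96.3226, 82.9643 and 76.5139, and over genes different from the mean 90.6443, 74.0739 and 66.4350. Leaving libraries out gave 105.5099 (without Y10 salt replicate 1) to 114.4594 (without replicate 2) for S288c, 95.8864 to 105.0572 for YJM1129 and 87.0053 to 95.4840 for M1. A prior count of 0.5 was not run for the distances.

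With no low-count filter the median ethanol response of induced genes in YJM1129 was 1.6212. *CTT1* in ethanol-treated YJM1129 lay between -0.7988 (without replicate 3) and -0.5498 (without replicate 1) from the mean.

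With a false discovery rate of 0.05, *yap1*∆ had 47 genes with defective induction by ethanol and 208 by salt, the unstressed mutants had 22 (*msn2*∆ *msn4*∆), 691 (*skn7*∆) and 362 (*yap1*∆) genes, and 2 neighbours of deleted genes were called. *yap1*∆ had 19 genes under ethanol when fitted with the wild type alone and 72 with no limit on the wild-type response. With no fold limit, 39 unstressed genes were lower and 81 higher in both *skn7*∆ and *yap1*∆.

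Leaving libraries out lowered most counts. Genes with a salt response different from the mean numbered 1903 (without replicate 1) to 3125 (without Y10 salt replicate 1). Amplified induction ran from 171 to 303 in YJM1129, 168 to 352 in YPS606 and 139 to 262 in both oak strains, between the same settings. Defective induction by ethanol ran from 55 to 80 in *skn7*∆, 10 to 42 in *yap1*∆ and 4 to 10 in all 3 mutants, and by salt from 76 to 143 in *yap1*∆ and 20 to 42 in all 3. Unstressed counts ran from 4 to 13 in *msn2*∆ *msn4*∆, 192 to 361 in *skn7*∆ and 116 to 173 in *yap1*∆, and from 10 to 19 for genes lower in both.

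The correlation of the YPS606 wild type in both experiments, ethanol and salt responses, was 0.8706 for ethanol and 0.8558 for salt with no low-count filter. For the YPS606 wild type in both experiments, salt response, it was 0.9626 with a mean of at least 10 counts, 0.9697 over genes past the threshold in either, and 0.925 to 0.9358 with a replicate left out.

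Of 73 contrasts, 1 had a median shifted by over 0.1 with other scaling (the salt response of YPS606, 0.106), and in 1 the share of higher calls moved by over 10 points (the salt response of YJM308, 45.3% to 55.5%).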

Differences from the paper's values

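Genes with defective induction by salt in both *skn7*∆ and *yap1*∆ number 111 here, 69 of them outside *msn2*∆ *msn4*∆, where the paper gives 22. The alternatives set beforehand gave 60 to 119, and none of them closes the gap. The paper's other salt counts, for each regulon, its unique genes and the other overlaps, do not add up with 22 here. They leave room for a larger overlap. The paper gives the same number, 22, for this overlap under ethanol.

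The induction of *CTT1* by salt was 62.8-fold in *skn7*∆ and 94.2-fold in *yap1*∆ here, while the paper ranks the 2 mutants in the reverse order, with 94 and 63. With the 2 mutants exchanged, the paper's values match those here to within rounding. Leaving out replicate 4 gave 82.6-fold in *skn7*∆, the closest of the alternatives to the paper's value for it, and did not reach 94.

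*HSP82* belonged to the genes with defective induction by ethanol in all 3 mutants, and the paper does not list it among them. The fit without the replicate block gave 8 genes, as many as the paper lists.

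The salt response of *GPX1* in *skn7*∆ differed from the wild type by -0.84 with an adjusted p of 0.0815, where the paper counts the gene as defective. The smallest adjusted p over the alternatives was 0.0763.

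*GPX2* ranked 15 of 16 peroxidases under ethanol by the difference between strains in which *CTT1* is dispensable and the others, where the paper places it among the largest differences under ethanol or salt. Under salt it ranked 4 by size, with a lower response in the strains in which *CTT1* is dispensable (-0.85).

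In Y10, 12 of 16 peroxidases were above the mean of the strains under salt. The paper names this strain in a group that tended toward below-average induction.

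In salt-treated *yap1*∆, *GRX2* and *GPX2* were lower than in the wild type, *HYR1* and *GTT1* were higher, and *GRX1* and *GPX1* did not pass the threshold, while the paper states that genes for glutathione-dependent peroxidases were not lower there.

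Cell wall genes in salt-treated M22 had a median of -0.40 relative to the mean of the strains, where the paper counts M22 among the strains with higher expression of clusters enriched for cell wall organization.

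The legend of the paper gives 3918 genes with a salt response different from the mean, its text 3197, and the count here was 3204. A false discovery rate of 0.05 gave 4225.

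In M1, 123 genes had amplified repression by ethanol here, and the paper's supplement lists more of them. In M22, 131 genes were induced by salt without being part of the consensus response here, and the supplement lists far fewer.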

Other observations

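The splits of samples and the genes chosen by their stressed difference were examined only after the results were seen; the other tests here were set beforehand.

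Wild-type YPS606 was profiled in both experiments. Its responses correlated across 5735 genes with Pearson's r of 0.9465 for ethanol and 0.9496 for salt, and *CTT1* was induced 67.7-fold and 91.9-fold by ethanol and 191.5-fold and 336.5-fold by salt. In the strains, *CTT1* was at 22.93 CPM in unstressed replicate 2 of YPS606, against 7.237 and 6.002 in the others, and without replicate 2 it was induced 129.2-fold and 395-fold there.

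Unstressed YPS163 and YPS606 differed in 5 genes, where the 27 other pairs of strains differed in 413 to 2248. Only 2 genes parted all 9 libraries of one from all 9 of the other by over 2-fold, so a close relation of the strains and libraries of one strain under both labels cannot be told apart.

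Genes that differed in the unstressed mutants in replicates 1 and 2 differed less under stress in replicates 3 and 4. The median reduction on the log2 scale was at least 0.761 (ethanol) and 0.586 (salt) over 90 genes in *skn7*∆ and 0.816 and 0.509 over 54 genes in *yap1*∆. Genes chosen by their stressed difference in turn differed less in unstressed cells, by at least 0.4 (ethanol) and 0.959 (salt) in *skn7*∆ and 1.207 and 0.841 in *yap1*∆, so the choice of the genes in 1 condition may account for the pattern.

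The strengths of the ethanol and salt responses correlated across 8 strains with Pearson's r of 0.153 (permutation test, two-sided, p = 0.71), and 0.499 without YJM1129 and S288c (permutation test, two-sided, p = 0.292), so a strain-wide level of responsiveness and its absence cannot be told apart.

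Strains redrawn within replicates gave results as large in 1 of 30 groupings, the real one, for the genes different from the mean under ethanol (next largest 608) and salt (next largest 72), for S288c defective induction and repression, YJM1129 defective and amplified induction, M1 defective induction and the amplified induction of the oak strains, alone and shared. For each of the 3 mutants, the 35 splits of mutant and wild-type cultures were fitted without the replicate block. Only 1 of them, the real one, gave as many genes for defective induction under ethanol and salt and for unstressed cells. For *skn7*∆ and *yap1*∆ the same held for unstressed genes higher and lower. Of the splits that part every replicate pair, fitted with the block, 1 of 8 gave as many, which cannot go under 0.05.

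With genotypes redrawn within replicates, 1 of 60 groupings, the real one, gave as many genes defective in all 3 mutants under ethanol and under salt, and as many higher in both *skn7*∆ and *yap1*∆ (next largest 9). For genes lower in both, 3 of 60 did, with 27 and 28 genes in the others, each of which drew 4 *skn7*∆ or *yap1*∆ cultures as wild type, as did 2 groupings with 0 genes. Redrawn groupings mix genotypes, so they cannot show how far the shared wild type adds to any of these overlaps.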
